# Geometry-dependent functional changes in iPSC-derived cardiomyocytes probed by functional imaging and RNA sequencing

**DOI:** 10.1371/journal.pone.0172671

**Published:** 2017-03-23

**Authors:** Christopher A. Werley, Miao-Ping Chien, Jellert Gaublomme, Karthik Shekhar, Vincent Butty, B. Alexander Yi, Joel M. Kralj, Blox Bloxham, Laurie A. Boyer, Aviv Regev, Adam E. Cohen

## Abstract

Human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CM) are a promising platform for cardiac studies *in vitro*, and possibly for tissue repair in humans. However, hiPSC-CM cells tend to retain morphology, metabolism, patterns of gene expression, and electrophysiology similar to that of embryonic cardiomyocytes. We grew hiPSC-CM in patterned islands of different sizes and shapes, and measured the effect of island geometry on action potential waveform and calcium dynamics using optical recordings of voltage and calcium from 970 islands of different sizes. hiPSC-CM in larger islands showed electrical and calcium dynamics indicative of greater functional maturity. We then compared transcriptional signatures of the small and large islands against a developmental time course of cardiac differentiation. Although island size had little effect on expression of most genes whose levels differed between hiPSC-CM and adult primary CM, we identified a subset of genes for which island size drove the majority (58%) of the changes associated with functional maturation. Finally, we patterned hiPSC-CM on islands with a variety of shapes to probe the relative contributions of soluble factors, electrical coupling, and direct cell-cell contacts to the functional maturation. Collectively, our data show that optical electrophysiology is a powerful tool for assaying hiPSC-CM maturation, and that island size powerfully drives activation of a subset of genes involved in cardiac maturation.

## Introduction

Human iPSC-derived cardiomyocytes (hiPSC-CM) are morphologically [1], genetically [2], and functionally closer to embryonic than adult primary myocytes [3]. Upon transplantation into rodent or pig heart, hiPSC-CM take on more mature attributes [4,5], implying that these cells are capable of maturation. Mature primary cardiomyocytes dissociated and maintained in culture rapidly lose their characteristic morphology and take a more immature appearance [6]. Thus the cell culture environment favors an immature phenotype, as measured by morphology, gene expression, and electrophysiology.

Significant effort has been devoted to finding protocols that enhance maturation (see, e.g. [7–9]) by mimicking as closely as possible the *in vivo* milieu. Soluble factors [10–12], substrate mechanical stiffness [13], and electrical and mechanical pacing [14,15] all play an important role. Cell-cell contacts may also mediate local signaling mechanisms that drive maturation. Cell patterning is a powerful tool for dissecting the role of different factors in maturation and development [16,17]. Cardiomyocytes grown on grooved substrates showed enhanced Ca^2+^ oscillations [18], and cardiomyocytes grown on narrow strips showed enhanced sarcomere alignment [19]. By tuning the geometry of cellular islands, one can probe the nature of intercellular interactions that influence development.

In assaying functional maturity, tools of optical electrophysiology are particularly useful because the electrical and calcium dynamics reflect the aggregate activity of a large number of transporters, pumps, and ion channels [20]. Recently described systems enabled simultaneous voltage and calcium imaging in free-running or electrically paced hiPSC-CM [21], optogenetic pacing and either voltage or calcium imaging [22], or optogenetic pacing with simultaneous voltage and calcium imaging [23].

We applied simultaneous voltage and calcium imaging using a genetically encoded dual-function reporter, CaViar [23,24], to probe the functional maturation of hiPSC-CM grown on micro-fabricated islands of different sizes and shapes. HiPSC-CM grown on larger islands showed greater functional maturity by several measures of voltage and Ca^2+^ dynamics. Comparison to numerical simulations based on the Aliev Panfilov model [25] established that at typical cell densities, hiPSC-CM cultures are in the strong electrotonic coupling limit, i.e. that the action potential waveform at each cell is dominated by the collective activity of its neighbors, not by its own complement of ion channels.

To explore the underlying mechanism for island size-dependent maturation, we performed RNA sequencing on hiPSC-CM grown on small or large islands. There were small but statistically significant differences in gene expression between small and large island cultures. Remarkably, for a subset of genes, island size-dependent changes explained ~58% of the difference between cardiac progenitors and adult cardiomyocytes. Thus, within the global set of transcriptional changes that accompany cardiac maturation, there is a small subset of genes that is highly sensitive to island size, whereas most genes are not.

Finally, we grew hiPSC-CM on islands of different shapes designed to probe the relative contributions of paracrine factors, electrical coupling, and direct cell-cell contacts to island size-dependent maturation. We found that nearest-neighbor contact interactions played the most important role in driving functional maturation. Our results demonstrate that optical electrophysiology measurements provide robust, moderate-throughput functional characterization of hiPSC-CM that can be combined with transcriptional profiling to identify key factors that regulate maturation of hiPSC-CM.

## Materials and methods

### Cell culture substrates

Cell patterning was performed in glass-bottom dishes (In Vitro Scientific, D35-20-1.5-N). Dish surfaces were cleaned with 5 min. air plasma (SPI Plasma-Prep II) to expose the SiOH groups. The glass part of the dish was treated with silane solution comprising 0.5% vol/vol 3-(trimethoxysilyl)propyl methacrylate (Sigma 440159), 2% glacial acetic acid, and 97.5% anhydrous ethanol (200 μL). The dish was incubated for 30 min in an oxygen-free N_2_ atmosphere, and rinsed 3 times with absolute ethanol. The dish was baked for 30 min at 65°C in a vacuum oven or N_2_-purged glove box to complete covalent bonding between the trimethoxysilyl groups and the hydroxyl from the glass, with the evolution of methanol.

Next we polymerized a polyacrylamide gel on the functionalized glass surface, leading to covalent bonding of the methacrylate to the functionalized glass. As in Ref [26], the gel thickness (typically 40 μm) and surface flatness were controlled by performing the polymerization between the activated glass and a siliconized, non-stick coverslip (Hamilton Research, HR3-239). Siliconized coverslips were cleaned prior to use by 3 min. sonication in ultrasonic cleaning solution (Fisher 15-335-80) followed by a 4x rinse in deionized water.

The polymerization solution was 8% W/V acrylamide (Sigma A4058), 0.2% W/V bis-acrylamide (Sigma M1533), 0.1% V/V TEMED (Sigma T7024), 1.2 mg/mL potassium persulfate (KPS; Sigma 216224), and 4.2 mg/mL acryl-NHS (Sigma A8060). To slow hydrolysis of the highly reactive NHS groups, we performed the polymerization in a 40 mM phosphate buffer at pH 7, which extended the NHS lifetime to about 1 hour at room temperature. The mixture was aliquoted so addition of the radical initiators TEMED and KPS, brought the volume to 1 mL. 1 μL of TEMED was added, the solution was stirred on a vortexer, and then 100 μL of KPS (12 mg/mL) was added and stirred on a vortexer. 10 μL of the solution was pipetted onto the center of each of several glass-bottomed dishes, followed immediately by placing the siliconized coverslip on top. Radical-initiated polymerization began after the oxygen from the solution confined between the two glass plates was consumed.

After polymerization, the top coverslip was pried off using a sewing needle, and the gel was rinsed three times with phosphate buffer, pH 7, and dried under nitrogen. For long-term storage, we wrapped with aluminum foil to protect from light, vacuum-sealed with desiccant (FoodSaver 2840), and stored at -80°C. The dishes were usable for several months with no detectable decline in performance.

### Patterned adhesion for patterned cell growth

To grow cells on islands of pre-determined size and shape, standard soft lithography techniques [27] were used to make patterned islands of fibronectin covalently bound to the polyacrylamide. In brief, patterns were designed in AutoCAD and printed on a mylar transparency (CAD Art Services). The pattern was transferred to a layer of SU-8 3025 on a Si wafer via contact lithography, followed by removal of un-exposed photoresist with SU-8 developer. The SU-8 master was then used as a template for casting a poly(dimethylsiloxane) (PDMS) stamp. The PDMS stamp was exposed to a solution of fibronectin (Yo Proteins #663, 0.05 mg/mL) for 30 min following by aspiration and drying in air for 10 min. The pattern was then printed onto the NHS-functionalized acrylamide. The NHS covalently bonded to the fibronectin, forming a stable cell-adherent pattern. Fibronectin fluorescently labeled with green dye for testing cell patterning was obtained from Cytoskeleton, Inc. (FNR02-A). In preparing fibronectin solutions one must take care to ensure the Tris or other buffers containing primary amines are rigorously excluded from the solution.

### Cloning of lentiviral CaViar construct

The CaViar construct was cloned into the pLenti-CMV-puro plasmid (addgene #17448). This backbone is a third generation lentiviral plamsid with puromycin resistance that drives transgene expression under a CMV promoter. The plasmid was cut with PmeI and SalI and purified by gel elution.

The CaViar construct is a fusion of v5 epitope tag, QuasAr2, the Kir2.1 trafficking sequence (TS), and GCaMP6f. The Kir2.1 TS has been used with both QuasAr2 and CheRiff to improve rhodopsin localization to the plasma membrane. The construct was generated by PCR amplification of both QuasAr2 (with the epitope tag), and GCaMP6f (with the TS). The PCR primers also included overlap regions to the plasmid backbone necessary for isothermal assembly. The entire plasmid was generated by a 3 component isothermal reaction at 50 C for 1 hour. The final construct was checked by sequencing.

### Cardiomyocyte plating and maintenance

HiPS-CM (iCell cardiomyocytes), plating and maintenance medium were purchased from Cellular Dynamics International. Cells were thawed and cultured following manufacturer instructions, and maintained at 37°C with 5% CO_2_. Cells were plated at a density of 50k/cm^2^, calibrated by a Trypan blue stain. Cells were plated initially in just the recessed region of the glass-bottomed dish. After 1 hour, a very gentle rinsing removed dead and un-adhered cells and the volume of plating medium was increased to 1 mL. 48 hours after plating, the plating medium was aspirated and replaced with maintenance medium. While performing the medium exchange, extra care is required to prevent the patterned cardiomyocytes from lifting off the dish. The medium was exchanged every other day after plating.

### Production of lentivirus and infection of cardiomyocytes

Lentivirus was prepared in HEK cells following established protocols [28]. In brief, low passage number HEK293T cells were plated onto gelatin-coated (Stemcell technologies, #07903) 15-cm dishes. To ensure uniform culture density, pelleted cells were carefully broken up and re-suspended in 16 mL of DMEM + 10% FBS (DMEM10) before plating. Cells were grown on well-leveled incubator shelves to ensure uniform growth conditions across the dish. When HEK cells reached 80% confluence, the medium was exchanged to a serum-free medium. After 1–2 hours, cells were transfected using polyethylenimine (PEI; Sigma 408727). Into 1.2 mL of DMEM were added 14 μg of the vector plasmid, 9 μg of the 2^nd^ generation packaging plasmid psPAX2 (Addgene #12260), and 4 μg of viral entry protein VSV-G plasmid pMD2.G (Addgene #12259). The mixture was vortexed with 36 μL of 1 mg/mL PEI, incubated for 10 min, and added dropwise to the plate. After 4 hours, the medium was exchanged back to 16 mL DMEM10 to avoid PEI toxicity. Typically 50% of cells expressed the fluorescent reporters 24 hours post transfection and 100% of cells expressed at 48 hours. The supernatant was harvested at 48 hours post transfection, centrifuged 5 min at 500g to pellet cells and debris, and filtered through a 0.45 μm filter. The un-concentrated virus was aliquoted and stored at -80°C for later use. Induced pluripotent stem cell (iPSC)-derived cardiomyocytes were purchased from Cellular Dynamics International (CDI). According to manufacturer specifications, the majority of the cells (~95%) showed a ventricular phenotype. Cardiomyocytes were infected with Optopatch constructs 10 days after plating by adding 100 μL of the lentivirus and imaged 4 days post viral infection. The cardiomyocyte medium was replaced with fresh maintenance medium 24 hours after adding the virus.

### Microscope

Experiments were conducted on a home-built inverted fluorescence microscope described in Ref. [29]. The microscope comprised a custom optical system developed around a high numerical aperture, low magnification objective (2x, numerical aperture 0.5). Briefly, illumination for voltage imaging (QuasAr2 fluorescence) was provided by six lasers at 635 nm, 500 mW (Dragon Lasers 635M500), combined in three groups of two. Illumination was coupled into the sample from below, without passing through the objective, using a custom fused silica prism near the critical angle for total internal reflection at the glass-water interface. Sample fluorescence passed through the custom prism and was collected by a low-magnification objective (Olympus 2x MVX Plan Apochromat, numerical aperture 0.5), passed through an emission filter, and imaged onto a scientific CMOS camera (Hamamatsu Orca Flash 4.0). This microscope imaged a 1.2 x 3.3 mm field of view with 3.25 μm spatial resolution and 2 ms temporal resolution. Blue illumination for GCaMP6 imaging was provided by a 473 nm, 1 W laser (Dragon Lasers), modulated in intensity by an acousto-optic modulator and modulated spatially by a digital micromirror device (DMD, Digital Light Innovations DLi4130 –ALP HS). The DMD was re-imaged onto the sample via the 2x objective. CaViar (GCaMP6 fused to QuasAr2) imaging was performed at a blue laser intensity of 0.12 W/cm^2^ with a 10 ms exposure time and a red laser intensity of 33 W/cm^2^ with a 4 ms exposure time. Each movie comprised 5000 frames of voltage imaging (20 s), immediately followed by 2000 frames of Ca^2+^ imaging (20 s).

### CaViar imaging

Cells were imaged after 10–14 days in culture. Shortly before imaging, the medium was replaced with a low-autofluorescence imaging buffer and allowed to equilibrate for 30–60 min (37°C, 5% CO_2_). The imaging buffer matched the osmolarity and ion concentrations of the maintenance medium, but lacked phenol red, vitamins, and amino acids. The formula in mM was: 1.8 CaCl_2_, 2.5x10^-4^ Fe(NO_3_)_3_, 0.81 MgSO_4_, 5.3 KCl, 44 NaHCO_3_, 129 NaCl, 0.91 NaH_2_PO_4_, 1 sodium pyruvate, 10 D-(+)-galactose. Imaging on the microscope was performed at 37°C under 5% CO_2_ using a home-built environmental chamber.

### Fluorescence analysis

Analysis was performed using custom Matlab software. Islands with incomplete cell coverage or islands that did not show beating in both calcium and voltage were excluded from the analysis. For each island, a fluorescence trace was calculated from the mean fluorescence over the island, and a background trace was calculated by averaging over a cell-free region surrounding each island. The background was subtracted from the island signal. Fluorescence traces were corrected for photobleaching, but otherwise not filtered. To increase the signal-to-noise ratio, each pixel’s time-trace was correlated with the average fluorescence trace, and more strongly-correlated pixels were weighted more strongly when re-calculating the average, as in [30]. Fluorescence traces were normalized to the baseline. The pixel re-weighting mitigated the effects of bright fluorescent aggregates that were insensitive to voltage or calcium. Voltage and calcium spikes were detected in each time trace using an edge-detection algorithm, and waveform shape characteristics including spike amplitude, duration, and rise time were extracted by calculating the times at which the waveform crossed user-specified thresholds. All fluorescence recordings were analyzed using the same parameters with no user intervention.

### Numerical simulations

Numerical simulations of action potential dynamics were performed for islands comprised of a rectangular array of electrically coupled cells, each with its own spontaneous beat frequency. Each cell was described by the Aliev-Panfilov model [25]. Our simulations used the equations:

$$\frac{du_{ij}}{dt}=ku_{ij}\left(1-u_{ij}\right)\left(u_{ij}-a\right)-u_{ij}v_{ij}+c_{ij}+\Phi \left(u_{i-1j}+u_{i+1j}+u_{ij-1}+u_{ij+1}-4u_{ij}\right)$$

$$\frac{dv_{ij}}{dt}=\varepsilon \left(u_{ij}\right)\left(ku_{ij}-v_{ij}\right)$$

where ε(*u* < 0.05) = 1 and ε(*u* > 0.05) = 0.1, and where *k* is a rate constant, *u*_*ij*_ is the excitation parameter (analogous to voltage), *c*_*ij*_ is a drive current, Φ is the nearest-neighbor coupling constant, and *v*_*ij*_ is an internal recovery parameter. The indices *i*, *j*, give the row and column coordinates of each cell. To match the data on conduction velocity, we set Φ ≈ 400. To produce realistic action potential waveforms we set *k* = 10 and *a* = 0.05. To match the mean beat rate we set the mean leak current per cell to *c*_mean_ = 0.09. To capture cell-to-cell variability, the leak current in each cell was sampled from a Gaussian distribution with a standard deviation of 22%. Non-absorbing boundary conditions were used. The systems of differential equations were solved using *MatLab*’s ode23 solver, which implements the Bogacki–Shampine method[31], over *t* = [0, 120].

Island sizes of 1x1, 2x2, 4x4, 8x8, 12x12, and 16x16 cells were simulated. The largest islands corresponded, approximately, to a 1x1 mm island of hiPSC-CM. Each island size was simulated 52 times with values of *c*_*ij*_ resampled between trials. For each island and each simulation, we calculated an intensity trace, *I*(*t*) = 〈*u*_*ij*_(*t*)〉_*ij*_. Peaks in *I*(*t*) were identified and the interval between the last two peaks was used to determine the beat period. The mean and standard deviation in beat period were calculated for each island size.

### RNA sequencing

Libraries were prepared using the SMART-seq2 protocol [32] modified to use Maxima H Minus enzyme for reverse transcription (Thermo Scientific) [33] as follows: population controls were generated by extracting total RNA using a RNeasy plus Micro RNA kit (Qiagen) according to manufacturer’s recommendations, and 1 μL of RNA in water was added to 3 μL of elution mix. Amplified cDNA products were purified using AMPure XP SPRI beads (Beckman Coulter) and eluted in TE buffer (Teknova). Cleaned-up amplified cDNA was used for library construction using the Nextera XT DNA Sample Preparation Kit and Nextera XT Index Kit (Illumina). Libraries were then pooled and cleaned up using AMPure XP SPRI beads (Beckman Coulter Genomics). Final library quality and quantity were assessed using a DNA High Sensitivity chip (Agilent).

### Analysis of RNA sequencing data

We prepared 21 RNA-seq libraries (11 large islands and 10 small islands). Libraries were sequenced to an average depth of 568,867 paired-end reads of length 25 bp. The reads were mapped to the UCSC human transcriptome (genome build hg19) using RSEM v1.2.19 and Bowtie v1.1.1 as the read mapper [34] and for all genes, read counts and transcript-per-million (TPM) were retrieved [35]. On average 93% of the reads mapped to the genome in every sample (range 91.8–94.6%), whereas 63% of the reads mapped to the transcriptome (range 53.5–71.8%). TPM results were log-transformed after the addition of 1 to avoid zeros.

We calculated for each of the 10 small island libraries and 11 large island libraries the number of genes detected at TPM > 10. The average number of genes detected per sample was 6000±200 (range 5722–6386), confirming that all libraries were of sufficient complexity to be retained for further analysis. 

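At TPM over 10 the libraries of the small islands detected 6099 ± 213 genes (SD, n = 10; range 5722 to 6386) and those of the confluent monolayers 5909 ± 142 (SD, n = 11; range 5740 to 6108). The difference of 190.3 genes passed a permutation test (100000 resamples, two-sided, p = 0.0274), and 8 of the 10 small-island libraries lay above the confluent mean. Over all 21 libraries the mean was 5999 ± 200.1 genes (SD). Within plate row G, the only row with both conditions, the means were 6161 genes in the small islands (n = 6) and 5831 in the confluent monolayers (n = 6). Counting genes at TPM over 1 instead, the groups differed by 30.85 genes (permutation test, p = 0.734).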

We then excluded all genes whose average TPM in both the small island samples and the large island samples (calculated separately) was less than 10, retaining 6328 genes that were appreciably expressed for further analysis. Changing this threshold by 30% (lower or higher) added or subtracted the number of genes by less than 10% (S1 Table).

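The filter of a mean TPM of at least 10 in either group retained 42 of 45 sarcomere genes and 19 of 26 genes of the adult ventricular program. It retained 79 of 80 genes of oxidative phosphorylation, all 22 of the TCA cycle, all 21 of glycolysis and 22 of 27 of fatty acid oxidation. Of the extracellular matrix genes, 41 of 58 were retained. *EGFL7* was the only endothelial marker retained of 13, *KRT19* the only epicardial marker of 9, *TDGF1* the only pluripotency marker of 9 and *APOA1* the only endoderm marker of 9, and none of 11 pacemaker markers passed. Of the fibroblast markers 8 of 14 were retained, and of the smooth muscle markers 10 of 13. The filter retained 6328 of the 23686 genes in the deposited tables. A mean TPM of at least 7 retained 7356 genes, 16.2% more, and a mean TPM of at least 13 retained 5547 genes, a change of −12.3%.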

Differential expression analysis was performed using the R package DESeq2 [36] with the RSEM-inferred matrix of read counts as input, containing only the 6328 appreciably expressed genes. DESeq2 first normalizes the raw counts to adjust for differences in library size across replicates, and uses a statistical framework that models the normalized read counts for each gene as a negative binomial distribution to find statistically significant differences between the two conditions. DESeq2 output a list of differentially expressed genes ranked by the average log2-fold change in expression between the large and the small islands (“effect size”), and also an FDR adjusted p-value for each gene (“statistical significance”).

Gene Ontology (GO) terms were evaluated corresponding to “Process”, “Function” and “Cellular component”, for the differentially expressed genes in each group using GOrilla [37]. The appreciably expressed 6328 genes were used as the background set for the purpose of calculating enrichments using the hypergeometric test.

#### Comparison with transcriptomic datasets

Existing transcriptional data from a human embryonic stem cell (ESC) to cardiomyocyte (CM) differentiation time-course were obtained from [38]. Data sets can be accessed under GEO GSE53567. The reads were mapped and quantified using RSEM v. 1.2.15 [35] and Bowtie 1.0.1 against hg19, ENSEMBL annotation 68, and transcripts per million (TPM) were retrieved from the output. Human left and right ventricular (E095 and E105) and right atrial (E104) samples were retrieved from the NIH Epigenomics Roadmap project (http://egg2.wustl.edu/roadmap/web_portal/), and RPKM values were converted into TPMs by summing RPKMs over all protein-coding and non-coding transcripts, and dividing individual genes’ RPKM values by the sum, for each sample individually. Genes were merged based on their ENSEMBL IDs for the Roadmap and ESC2CM datasets, and merged further with the samples from the present study based on gene symbols, resulting in a set of 19836 genes. For further analysis we selected a subset of 5831 genes with an average TPM greater or equal to 10 in either of the small or large island groups as the background. Z-scores were calculated across all samples by subtracting a gene’s mean TPM value from each sample, and dividing by the standard deviation.

## Results

### Cell patterning

We adapted a published cell patterning technique [27] to accommodate the demands of long-term cell culture and the strong traction forces from beating cardiomyocytes (Methods, S1 Fig). To minimize stress at the cell-substrate interface and to facilitate cell patterning, we grew hiPSC-CM on a compliant polyacrylamide substrate [39], doped with acryl-NHS. Patterns of fibronectin were transferred to the gel surface via a poly(dimethylsiloxane) (PDMS) stamp, whereupon covalent reaction with the NHS irreversibly bonded the fibronectin to the gel. The bare polyacrylamide between the islands was highly cytophobic, an important attribute because even a single cell bridging two islands could introduce spurious electrical coupling.

The stamping yielded extensive, high-quality fibronectin patterns as shown with fluorescently labelled fibronectin (S1 Fig). Cells grew throughout the fibronectin-coated regions, and were absent on the bare polyacrylamide both for HEK 293T cells (S1 Fig) and for hiPSC-CMs (Fig 1). Covalent bonding of the fibronectin to the gel was necessary for long-term cell culture; otherwise cellular traction forces gradually delaminated the fibronectin, leading to retraction of the island edges or complete island loss. hiPSC-CMs growing on the islands contracted vigorously and spontaneously, consistent with myofibril banding revealed by immunostaining with cardiac troponin T (Fig 1 & S10 Fig).

**Fig 1:**
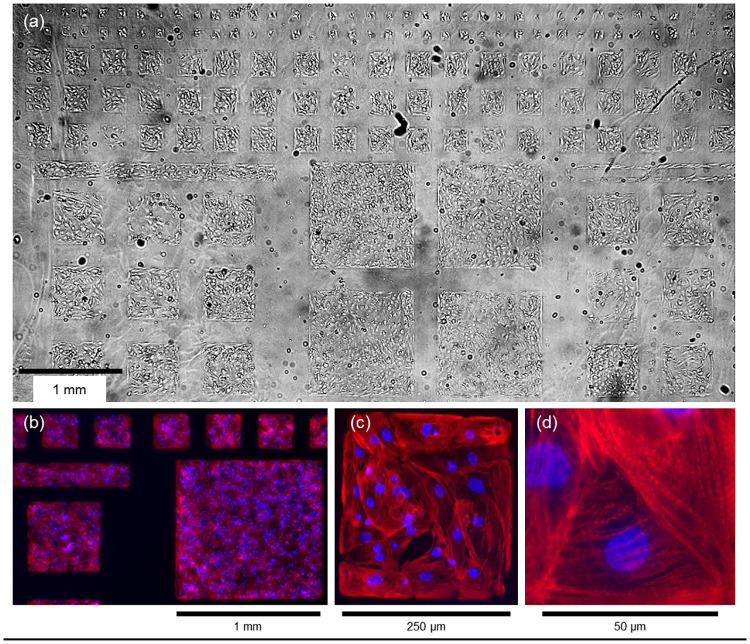
Patterned cardiomyocytes. Cardiomyocytes were patterned on a cytophobic polyacrylamide surface patterned with covalently bound fibronectin by micro-contact printing. a) Trans-illumination image of patterned cardiomyocytes showing the full 6 mm field of view. b) Fluorescence images of cardiomyocytes on patterned islands with nuclear stain DAPI (blue) and myofibril stain cardiac troponin T (red). c) A magnified view of one 250 μm island. d) Myofibril banding is clearly visible at single-cell resolution.

### Functional mapping

To perform voltage and Ca^2+^ imaging over a wide field of view, we used a custom optical system developed around a 2x NA 0.5 objective (Olympus MVPLAPO 2 XC) [29]. This system imaged a 6 x 6 mm field of view with 3.25 μm spatial resolution and 100 Hz frame-rate. To achieve 500 Hz frame-rates for voltage imaging, the field of view was limited to 1.2 x 3.3 mm, enabling parallel single cell-resolved measurements on approximately 1,500 hiPSC-CM.

We seeded hiPSC-CM on square islands of edge length 50, 100, 250, 500 and 1000 μm and in contiguous cultures. Mean cell diameter was 50 μm. The approximate percentages of cells on the perimeter as a function of island size were: 100% for 50 μm and 100 μm, 64% for 250 μm, 36% for 500 μm, and 19% for 1000 μm islands. Thus the island sizes spanned perimeter-to-interior ratios ranging from mostly exterior to mostly interior. Cells began to beat spontaneously at 4 days post-plating (dpp). At 10 dpp we infected the cells with lentivirus containing the CaViar gene, comprised of a fusion of the voltage indicator QuasAr2 [29] and the calcium indicator GCaMP6f [40]. This construct was previously validated in hiPSC-CM, where it was shown to accurately reflect voltage and calcium waveforms[23]. Measurements were then performed at 14 dpp.

With the ultra-wide-field imaging system, a single 1.2 x 3.3 mm field of view contained up to 96 of the 50 μm islands or two of the 1 mm islands. Cells showed robust voltage and calcium transients with typical (geometry-dependent) magnitudes of ~180% ΔF/F for Ca^2+^ and ~35% ΔF/F for voltage. QuasAr2 waveforms were indistinguishable from simultaneous recordings using a fast voltage-sensitive dye (FluoVolt; S2 Fig). Action potential waveforms reported via FluoVolt fluorescence were indistinguishable between hiPSC-CM expressing QuasAr2 and those not expressing QuasAr2 (S2 Fig). These experiments confirmed that the QuasAr2 voltage indicator was a faithful and non-perturbative reporter of cardiac membrane voltage.

We developed an analysis pipeline to convert raw fluorescence movies to single-island fluorescence traces (S3 Fig). In brief, movies were first corrected for inhomogeneous background by subtracting the fluorescence in a boundary region around each island. The fluorescence of each island was calculated as a simple average over on-island pixels. The baseline fluorescence was calculated by a sliding minimum filter with a window longer than the beat period. Drift in baseline fluorescence was dominated by photobleaching of background autofluorescence rather than by photobleaching of reporters, so this background was subtracted from the single-island traces.

Fig 2 shows QuasAr2 and GCaMP6F fluorescence images and corresponding intensity traces for 250 μm islands; the associated videos are in S1 and S2 Movies. Although some of the smallest islands lifted off the dish, the majority of islands remained adhered and beat regularly. The numbers of islands of each size used in analysis were: *n* = 65 (50 μm), *n* = 322 (100 μm), *n* = 211 (250 μm), *n* = 57 (500 μm), and *n* = 31 (1 mm). Measurement of these large datasets was necessary to achieve statistically significant results in the presence of large heterogeneity in the individual islands. This throughput was only possible due to the ultra-wide-field imaging system combined with sensitive fluorescent reporters.

**Fig 2:**
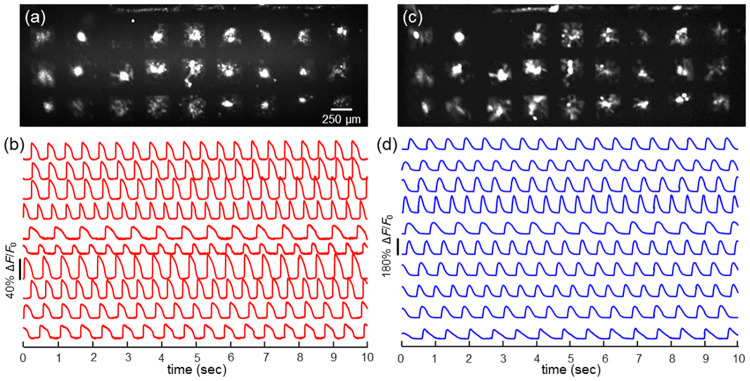
Optical electrophysiology recordings. (a) Fluorescence image of QuasAr2 expressed in 250 μm islands, all of which were monitored simultaneously at a 500 Hz frame rate. b) Fluorescence recordings of QuasAr2, indicating voltage, from islands in (a). The individual islands showed heterogeneity in spontaneous beat rate and action-potential waveform. c) Fluorescence of GCaMP6F expressed in the same islands as in (a). d) Fluorescence recordings of GCaMP6F, indicating Ca^2+^, from islands in (c). Data in (b) and (d) has been corrected for slow photobleaching, but not otherwise filtered.

The large quantities of optical electrophysiology data necessitated automated processing to extract action potential parameters. S4 and S5 Figs show the automatically parameterized voltage traces from islands of each size tested. From each island, we quantified peak times and pulse widths at 30%, 50%, and 70% of return to baseline for both voltage and calcium. For voltage we calculated the maximum upstroke rate, max(Δ*F*/*F*_0_/*dt*), and for calcium we calculated the upstroke time from 30% to 70% max fluorescence. For each island size we calculated a histogram of the Δ*F*/*F*_0_ values over all pixels (S6 Fig) and then calculated the mean of Δ*F*/*F*_0_ from all pixels that showed beating. To test for possible artifacts introduced by the analysis, we numerically subdivided movies of 1 mm islands into sub-regions whose size matched each of the smaller island sizes, and analyzed these as though they were smaller islands (S7 Fig). This subdivision did not change the calculated waveform parameters, confirming that the analysis was unbiased with respect to island size.

Each dish contained islands of all sizes, and all island sizes were measured on the same day. These in-dish comparisons removed errors from uncontrolled variability in culture conditions, seeding density, or subtle dish-to-dish variations in pH or temperature.

### Island size affects action potential parameters

The mean spontaneous beat rate was largely independent of island size between 50 μm and 1000 μm (Fig 3a), but the island-to-island variability in spontaneous beat rate decreased as a function of island size (Fig 3b). As island size increased, we observed increases in the amplitudes of the Ca^2+^ and voltage transients (Fig 3c and 3d), and the upstroke velocity of the voltage (Fig 3e). In comparison to the 50 μm islands, in the 1 mm islands Ca^2+^ transient amplitudes were 1.23-fold larger (p = 3.3×10^-16^), voltage amplitudes were 1.81-fold larger (p = 1.1×10^−16^), and the upstroke velocity of the voltage was 1.51-fold faster (p = 0.0057, two-sided t-test for each). These parameters have been associated with increased functional maturity [3], which we examine in detail below. We did not detect island size-dependent changes in action potential width.

**Fig 3:**
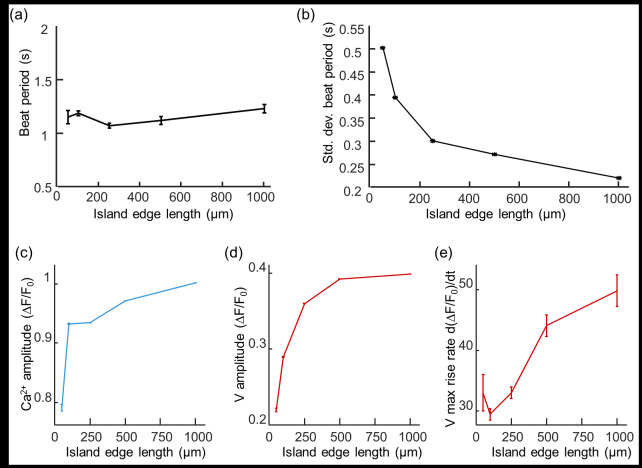
Island size-dependent action potential parameters in hiPSC-CM. a) Mean spontaneous beat period as a function of island size at 14 dpp. b) Standard deviation of beat period across islands, as a function of island size. c) Amplitude of the calcium transient as a function of island size. d) Amplitude of the voltage transient as a function of island size. e) Rise time (20% to 80%) of the voltage transient as a function of island size. Error bars in a,c-e represent s.e.m.

To interpret these size-dependent changes in hiPSC-CM function, we considered several possible models. HiPSC-CM have been reported to comprise a mixture of cells with atrial, ventricular, and nodal or pacemaker, phenotypes[41]. We reasoned that the pacemakers might have a heterogeneous distribution of intrinsic rates, and that the fastest pacemaker on each island might set the rate. In this ‘fastest cell’ model, one would expect larger islands to be more likely to contain an anomalously fast pacemaker. Thus the ‘fastest cell’ model predicted that larger islands would beat faster, simply as a consequence of extreme-value statistics when sampling from a heterogeneous distribution of pacemaker rates[42]. An alternative model was that island size directly affected the electrophysiology of the cells. Edge effects or differences in perimeter-to-area ratio between small and large islands might drive changes in ion channel function or patterns of gene expression.

To test the ‘fastest cell’ model quantitatively, we performed numerical simulations to study how island size affected action potential dynamics in the case where the individual cells were heterogeneous, but where the underlying statistical distribution of cellular properties was independent of island size. A great many cardiac numerical models have been developed, including models tuned specifically for hiPSC-CM[43]. We were interested in how the interactions of large numbers of hiPSC-CM affected the collective dynamics. For this type of question, it was not necessary to consider the individual ionic currents within each cell. Rather, it was sufficient to adopt a coarse-grained model which represented each cell as a few-parameter nonlinear oscillator. Of the models in this class, the phenomenological Aliev-Panfilov model was selected because it recapitulates many of the collective phenomena observed in real cardiac tissue (Methods)[25].

We fit parameters of the Aliev-Panfilov model to experimental measurements on cultured hiPSC-CM. In confluent monolayers, action potentials propagated with conduction velocity *v* = 120 mm/s and AP wavelength λ = 32 mm (S8 Fig). The largest island size (1 mm) was much smaller than the AP wavelength, implying that electrical influences spanned even the largest islands on a timescale short compared to the AP duration. To match the data on conduction velocity required a dimensionless coupling parameter in the Aliev-Panfilov model, Φ ≈ 400, corresponding to the strong electrotonic coupling limit. Other parameters in the model were selected to match the experimentally observed AP waveforms (S8 Fig). Each cell was given a static leakage current sampled from a Gaussian distribution, which led to a distinct beat rate in the absence of cell-cell coupling (S9a Fig).

In simulated islands comprised of strongly coupled cells, all cells beat synchronously and with indistinguishable AP waveforms, despite the heterogeneity in cell-autonomous properties. This observation implies that one would not expect to observe distinct atrial, ventricular, and nodal waveforms at the single-cell level, even if cells with corresponding ion channel compositions existed in the syncytium [44]. We did not observe distinct cell type-specific waveforms in the experimental data.

As in our experimental observations, the simulated beat rate was independent of island size, and the island-to-island standard deviation in the beat rate decreased as a function of island size, contrary to the expectations of the ‘fastest cell’ model. Similar results were obtained with a wide range of model parameters. Taken together, the simulations and data favor a model in which the spontaneous activity of the islands comes from the strongly coupled activity of many spontaneously active cells, rather than a model in which a few pacemakers drive a non-autonomous population. Furthermore, the ‘fastest cell’ model failed to account for the size-dependent trends observed in beat rate, beat rate variability, and action potential parameters.

### Island size affects gene expression profile

The striking island size-dependent trend in waveform parameters suggested that there might be functional differences between the individual cells grown on islands of different sizes. We sought a transcriptional signature of this trend. We made dishes with islands of 100 μm diameter (“small islands”), and matching dishes with confluent culture. Optical electrophysiology parameters were similar between the 500 μm and 1 mm islands (Fig 3), supporting the use of a confluent culture to explore the large-island limit. We used RNA sequencing to profile the transcriptional state of the cells in both conditions. We tested *n* = 10 biological replicates of the small islands and *n* = 11 replicates of the confluent culture. Total RNA was extracted from each replicate, and whole-transcriptome libraries were prepared using a modified version of the SMART-Seq2 protocol [32,33], and sequenced on the Illumina platform. 

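The cells were iCell cardiomyocytes, a commercial preparation of cardiomyocytes differentiated from human induced pluripotent stem cells, grown as islands of 100 µm (n = 10 libraries) or as a confluent monolayer (n = 11 libraries). According to the sample labels the cells carried CaViar, the lentiviral voltage and calcium reporter used for imaging. SMART-Seq2 copies polyadenylated RNA into full-length cDNA, which was then fragmented and tagged with a transposase, so the reads keep no strand and carry no molecular identifiers. The authors assigned the paired reads of 25 bp to genes of the UCSC transcriptome of the human genome (hg19, GRCh37) with RSEM 1.2.19 and Bowtie 1.1.1. The deposited tables give for each of 23686 genes an expected count, in which a read that matches several genes is divided among them, and the TPM of each library. The labels do not name the condition, so the series of 11 libraries was taken as the confluent monolayer and the series of 10 as the small islands. With this grouping the fold changes had the sign of Table S1 for 1997 of the 1997 genes matched.
Total counts per library ranged from 343057 to 570290 (median 384913) in the confluent monolayers and from 230354 to 437406 (median 295010) in the small islands. The totals of the small islands were lower (permutation test, two-sided, p = 0.00151, adjusted p = 0.00301 over 4 measures of the libraries), with 9 of 10 small-island libraries below the mean of the confluent monolayers. Over all 21 libraries the mean total was 360315, in counts assigned to genes; the paper's mean depth per library is 568867 paired-end reads, and the values here use the counts. The 100 most abundant genes took 37.3% ± 1.48 of the counts (SD, n = 11) in the confluent monolayers, and their share in the small islands differed by 0.0766 percentage points (permutation test, p = 0.908). Genes of the MTRNR2L family, nuclear copies of a mitochondrial ribosomal RNA gene that share its reads, took 12.4% ± 1.90 (SD, n = 11) of the counts in the confluent monolayers and 14.7% ± 1.13 (SD, n = 10) in the small islands (permutation test, p = 0.00241), with all 10 small-island libraries above the confluent mean. The column names of the deposited tables place 5 confluent libraries in row F of the plate, 6 confluent and 6 small-island libraries in row G and 4 small-island libraries in row H. Row G holds both conditions and gives the within-row values printed here: its mean totals were 394795 and 301418 counts, and its MTRNR2L shares 13.5% and 15.1%, in the confluent monolayers and the small islands. By the column names the wells of row G hold the confluent libraries first and then the small islands. Position within the row thus cannot be told apart from condition, and the row G values do not test it.
For the tests, expected counts were rounded to whole numbers, scaled by TMM factors and compared with edgeR's quasi-likelihood test, and fold changes are written as small islands minus confluent monolayer. The standard error of a log2 fold change is its size divided by the square root of the test's F value. On simulated counts with the means and totals of these libraries, the test recovered 86% of 50 genes changed 2-fold, 48% of 50 changed 1.5-fold and 22% of 50 changed 1.3-fold at an adjusted p of 0.05.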

Expression levels were quantified as log_2_ TPM (transcripts per million). A total of 5,831 genes yielded sufficient expression across samples for further analysis.

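Small islands and confluent monolayers differed in 139 of 6328 genes at an adjusted p under 0.05 from edgeR. *ACTG1*, a cytoplasmic actin on chromosome 17 of GRCh37 from 79476439 to 79490873, was at 418 ± 44.5 TPM (SD, n = 11) in the confluent monolayers and 629.6 ± 111 TPM (SD, n = 10) in the small islands. Its log2 fold change was 0.57 (SE 0.08, adjusted p = 9.15e-06 from edgeR's quasi-likelihood test), and 0.45 within plate row G. *S100A10*, which binds annexin A2 at the cell membrane, rose from 108 ± 19.0 to 194 ± 48.4 TPM, a log2 fold change of 0.83 (SE 0.13, adjusted p = 1.07e-04 from the same edgeR test). The cytoplasmic actins *ACTG1* and *ACTB* are nearly identical and share reads of 25 bp.
The fold changes were small, with a median absolute log2 fold change of 0.57 over the 139 genes, against a biological coefficient of variation of 13.4% between libraries of a group. At an unadjusted p under 0.05 there were 803 genes. Within row G alone the test called 213 genes, 79 of the 139 among them, and all 139 had the same direction there. The row G libraries are among those on which the 139 were chosen, so the shared direction is not independent evidence. With the plate row as a term of the fit the test called 247. With the number of genes detected, the share of counts in transcripts named as non-coding, or the log2 library total as a covariate, the test called 45, 12 and 11 genes, and each of these measures differed between the groups. The median fold change of the 139 genes on the log2 scale kept 93.1% (95% interval 82.1 to 98.5 on resampling the genes), 61.1% and 95.8% of its size with these covariates. The share is of genes matched by a symbol pattern, 32 of which are annotated as coding; without these the covariate left 12 calls and 62.5% of the fold change.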

Analysis of differential expression between large and small islands (see Experimental Procedures) nominated 149 differentially expressed genes (Fig 4) at a false-discovery rate (FDR) adjusted p-value < 0.05. 

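Of the 139 genes past the threshold, 82 were higher in the small islands, with a median fold of 1.69, and 57 were higher in the confluent monolayers, with a median fold of 1.25. With limma on log2(TPM + 1) and on log2(TPM + 0.1) 48 and 46 were higher in the small islands and 52 and 49 in the confluent monolayers; these counts were 110 and 137 with the plate row as a term and 105 and 108 within row G. Besides the sarcomere genes, those higher in the confluent monolayers included *LPL*, the lipoprotein lipase, at 1.53-fold. *SRL*, a calcium-binding protein of the sarcoplasmic reticulum, and *CKMT2*, the mitochondrial creatine kinase of muscle, were both 1.49-fold higher, and *HOPX*, a regulator of cardiac development, 1.47-fold. In the small islands *UGT8*, an enzyme of galactolipid synthesis, was 2.92-fold higher (log2 fold change 1.54, SE 0.33, adjusted p = 0.0120 from edgeR) and *MFAP5*, a protein of elastic microfibrils, was 2.90-fold higher (log2 fold change 1.54, SE 0.27, adjusted p = 3.15e-04 from edgeR). *IGFBP3*, a carrier of insulin-like growth factors, was 2.49-fold higher, *ABCC9*, a subunit of the ATP-sensitive potassium channel, 2.47-fold, and *GSG1* 2.45-fold. Among these genes, the calls of *SRL*, *CKMT2*, *UGT8*, *IGFBP3* and *ABCC9* did not pass within plate row G, where their log2 fold changes were −0.43, −0.35, 1.01, 1.48 and 0.86. The 3 largest folds of all were those of *SEPT5-GP1BB*, a read-through transcript, *LPAL2* and *HERC2P4*, both pseudogenes, at means of 6.25, 3.64 and 7.50 counts per small-island library; they share reads with their parent genes and their folds are uncertain, and *SEPT5-GP1BB* and *HERC2P4* did not pass within row G. The number higher in the confluent monolayers was 37, 101 and 35 on leaving out small-island replicate 2, 4 or 5. On leaving out single libraries the call of *SRL* was lost in 8 and that of *SEPT5-GP1BB* in 16 of 21.
A set of 12 of the 82 genes rose and fell together from library to library, with correlations of over 0.8 between each gene and the share of counts in transcripts named as non-coding within groups. Among them were *UGDH-AS1* (357 ± 151 TPM in the confluent monolayers and 869.6 ± 382 in the small islands), *LOC646214*, *MAB21L3*, *ORC4* and *KCNQ1OT1*; none of the 12 passed within row G (these 5 had log2 fold changes of 0.91, 0.92, 1.18, 0.79 and 0.82 there). The symbol pattern behind that share also takes coding genes such as *GOT1*, *FLOT1*, *CNOT1* and *ACOT1*. Without the genes annotated as coding, the share was 0.553% in the confluent monolayers and 0.832% in the small islands (permutation test, two-sided, p = 0.00036), and the 12 correlations with it were still over 0.8. Of the 12 genes, 5 are themselves counted in the share. Without these and the coding genes it was 0.379% and 0.416%, and none of the 12 had a correlation of over 0.8 with it (0.58 to 0.79). With the coding genes, the share of counts in transcripts named as non-coding was 0.656% ± 0.0806 (SD, n = 11) in the confluent monolayers and 0.931% ± 0.199 (SD, n = 10) in the small islands (permutation test, two-sided, p = 0.00033, adjusted p = 0.00132 over 4 measures), and 0.672% and 0.891% within row G. Reads without strand cannot separate *UGDH-AS1* and *KCNQ1OT1* from the genes they overlap.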

62 of 149 genes showed higher expression in the confluent monolayers while the remaining 87 of 149 genes had higher expression in the small islands (S2 Table). 

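*TNNI3*, the cardiac isoform of the inhibitory subunit of troponin, was at 1466 ± 209.5 TPM (SD, n = 11) in the confluent monolayers and 891.5 ± 158 TPM (SD, n = 10) in the small islands, and every confluent library lay above every small-island library. It lies on chromosome 19 of GRCh37 from 55663135 to 55669141. Its log2 fold change was −0.71 (SE 0.09, adjusted p = 9.15e-06 from edgeR's quasi-likelihood test), and −0.66 within plate row G. *MYL2*, the regulatory light chain of ventricular myosin, was at 10430 ± 1582 TPM in the confluent monolayers and 6479 ± 1147 TPM in the small islands (log2 fold change −0.68, SE 0.11, adjusted p = 0.00115 from edgeR). *ACTA1*, the alpha-actin of skeletal muscle, which heart muscle also expresses, was at 957.6 ± 122 and 584.6 ± 144 TPM (log2 fold change −0.71, SE 0.13, adjusted p = 0.00438 from edgeR). *PDLIM3*, a protein of the Z-disc that binds alpha-actinin, was at 242.8 ± 21.1 and 175 ± 32.9 TPM (log2 fold change −0.48, SE 0.08, adjusted p = 3.15e-04 from edgeR), and *TCAP*, which caps titin at the Z-disc, at 760.1 ± 129 and 544.7 ± 47.0 TPM (log2 fold change −0.48, SE 0.08, adjusted p = 3.19e-04 from edgeR). By fold among the 57 genes higher in the confluent monolayers, *ACTA1* ranked 1, *TNNI3* 2, *MYL2* 4, *TCAP* 14 and *PDLIM3* 15. Within row G the log2 fold changes were −0.65 for *MYL2*, which did not pass the test there (adjusted p = 0.0657 from edgeR), −1.01 for *ACTA1*, −0.63 for *PDLIM3* and −0.42 for *TCAP*. *ACTA1* shares most of its coding sequence with *ACTC1*, so part of its reads were divided between them.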

Among the genes with highest differential overexpression in the confluent monolayer were *TNNI3* (cardiac troponin 1 type 3), *MYL2* (cardiac myosin light chain 2), *ACTA1* (cardiac actin), *PDLIM3* (a structural protein expressed in *Z-*discs), and *TCAP* (telethonin, a regulator of sarcomere assembly at *Z*-discs). 

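*MYH7* was at 4858 ± 275 TPM (SD, n = 11) in the confluent monolayers and 3918 ± 402 TPM (SD, n = 10) in the small islands. The log2 fold change was −0.32 (SE 0.06, adjusted p = 0.00102 from edgeR's quasi-likelihood test), and −0.30 within plate row G. Other genes of the adult ventricle went the same way. Of 19 tested genes of the adult ventricular program, 10 were higher in the confluent monolayers and none was higher in the small islands at an adjusted p under 0.05 from edgeR (13 and 1 when adjusted over the list alone). *CKM*, the muscle creatine kinase, had a log2 fold change of −0.54 (SE 0.09, adjusted p = 2.87e-04 from edgeR), and −0.33 within row G, where it did not pass (adjusted p = 0.0921 from edgeR). Of the 10, 6 passed within row G, where *MYOZ2* and *PLN* were lower too. *CSRP3*, a Z-disc protein, had a log2 fold change of −0.55 (SE 0.12, adjusted p = 0.0199 from edgeR). The list differed from the other tested genes by camera, a competitive gene set test (adjusted p = 8.04e-12 over the lists with a preset correlation of 0.01, and adjusted p = 0.00238 with an estimated correlation). The gene lists were written before the deposited tables were read but after Tables S1 to S3 had been seen, and so are not independent of the paper's lists. None of the 8 tested members outside Table S2 passed in edgeR, DESeq2 or limma voom (3 at an unadjusted p under 0.05 in edgeR). On these 8, camera with the preset correlation gave unadjusted p = 0.156, and fry, a second gene set test, unadjusted p = 0.0691. *MYH7* and *MYH6* are neighbours of nearly the same sequence on chromosome 14 and share reads.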

*MYH7* (cardiac myosin heavy chain β), a gene primarily expressed in the human ventricle, was also more highly expressed in the confluent monolayer. In contrast, *MYH6* (cardiac myosin heavy chain α) was expressed more in the smaller islands. This gene is expressed in atrial and ventricular myocytes during development but is lost in ventricular myocytes during maturation [45]. 

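*MYH6* lies on chromosome 14 of GRCh37 from 23851191 to 23877482, next to *MYH7*. It was at 495 ± 88.9 TPM (SD, n = 11) in the confluent monolayers and 734 ± 163 TPM (SD, n = 10) in the small islands. Its log2 fold change was 0.55 (SE 0.12, adjusted p = 0.0121 from edgeR's quasi-likelihood test), and 0.39 within plate row G. The other genes of fetal and atrial muscle did not move one way. Of 12 tested genes of the fetal and atrial program, *MYH6* was higher in the small islands and *MYL4*, the atrial essential light chain of myosin, was lower (log2 fold change −0.24, SE 0.06, adjusted p = 0.0246 from edgeR); when adjusted over the list alone, 3 were higher and 2 were lower. The atrial natriuretic peptide *NPPA* had a log2 fold change of −0.27 (SE 0.08, adjusted p = 0.105 from edgeR) and the smooth muscle actin *ACTA2* one of 0.23 (SE 0.07, adjusted p = 0.0738 from edgeR). As a whole the list had no common direction against the other tested genes (camera, adjusted p = 0.925, and adjusted p = 0.946 with an estimated correlation). Within row G *GJA5*, a connexin of atrial muscle, rose with a log2 fold change of 1.12 (adjusted p = 0.0238 from edgeR). Of its 10 tested members outside Table S2, none passed over all libraries (5 at an unadjusted p under 0.05). The call of *MYH6* was lost with the plate row as a term of the fit, and that of *MYL4* within row G, without robust estimation, with the GC and length correction and on leaving out small-island replicate 2, 3 or 5.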

More broadly, the genes with the largest fractional overexpression in the small islands were extracellular matrix (ECM) and structural genes such as fibronectins and collagens. 

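The structural genes of the extracellular matrix were higher in the small islands: of 41 tested, 13 rose at an adjusted p under 0.05 from edgeR, 1 fell and 27 did not pass (19 rose and 2 fell when adjusted over the list alone). *COL8A1*, a collagen of basement membranes and vessel walls on chromosome 3 of GRCh37 from 99357319 to 99518070, was at 22.7 ± 4.72 TPM (SD, n = 11) in the confluent monolayers and 48.5 ± 14.9 TPM (SD, n = 10) in the small islands. Its log2 fold change was 1.10 (SE 0.17, adjusted p = 3.26e-05 from edgeR's quasi-likelihood test), and 0.97 within plate row G. The basement membrane collagens *COL4A2* (log2 fold change 0.51, SE 0.10, adjusted p = 0.00102 from edgeR), *COL4A1* (0.29, SE 0.06) and *COL18A1* (0.57, SE 0.12) rose, as did *COL2A1*, the collagen of cartilage (0.72, SE 0.14), while *COL21A1* fell (−0.58, SE 0.14, adjusted p = 0.0144 from edgeR). *FN1*, the fibronectin gene, on chromosome 2 from 216225163 to 216300796, was at 344 ± 52.5 TPM in the confluent monolayers and 484 ± 112 TPM in the small islands (log2 fold change 0.46, SE 0.11, adjusted p = 0.0340 from edgeR). By fold among the 82 genes higher in the small islands, *MFAP5* ranked 5, *COL8A1* 23, *FBN1*, the main microfibril protein, 31, *COL2A1* 47, *COL18A1* 63, *COL4A2* 68, *FN1* 73 and *COL4A1* 80.
The matrix list as a whole differed from the other tested genes (camera, adjusted p = 2.39e-10 over the lists, and adjusted p = 0.00238 with an estimated correlation). Of its 26 tested members outside Table S2, 1 passed, *MFAP5*, and camera on these 26 with the preset correlation gave unadjusted p = 0.0136 (fry, unadjusted p = 0.0097). Within row G, 9 of the 13 passed, with *FBLN2* and *COL1A1* as well, and 3 members fell, *COL21A1*, *NID1* (log2 fold change −0.49) and *POSTN* (−0.88, adjusted p = 9.82e-04 from edgeR). *FBN1*, *VCAN*, *THBS1* and *FN1* did not pass there, *FN1* with a log2 fold change of 0.42 (adjusted p = 0.281 from edgeR). The call of *FN1* was also lost with limma voom, with library totals alone, on thinned counts, with the GC and length correction, with the plate row as a term, and on leaving out any of 10 single libraries (confluent replicates 1, 2, 8, 9, 10 and 11, small-island replicates 3, 5, 6 and 10).

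**Figure D1:**
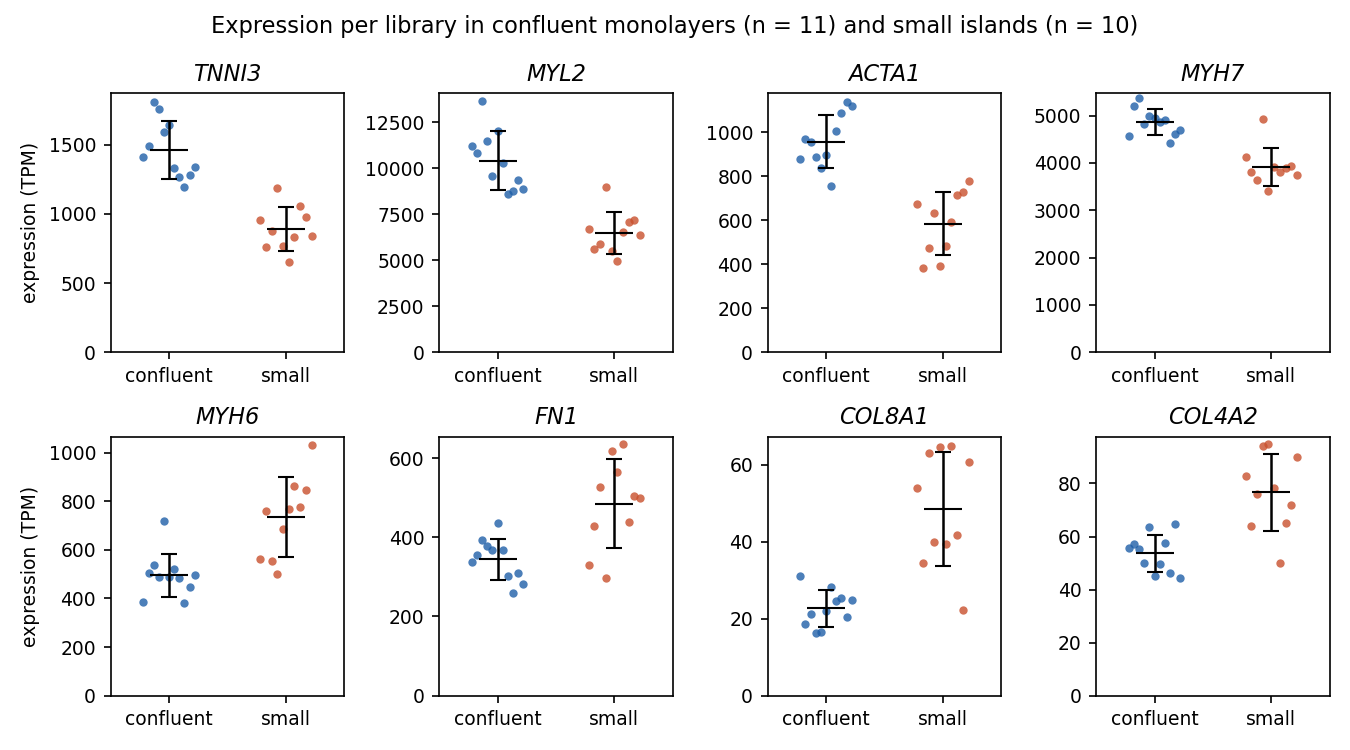
TPM per library (points) of 8 genes named in the text, with the mean (long line) and SD (error bars) of each condition; all axes start at 0. The contractile genes *TNNI3*, *MYL2*, *ACTA1* and *MYH7* have lower means in the small islands, and *MYH6*, *FN1*, *COL8A1* and *COL4A2* higher means.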

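Genes of the contractile apparatus and of mitochondrial energy metabolism were higher in the confluent monolayers. Of 42 tested sarcomere genes, 12 were higher in the confluent monolayers and 1, *MYH6*, was higher in the small islands at an adjusted p under 0.05 from edgeR (19 and 2 when adjusted over the list alone). Besides the genes named in the text these were *MYBPC3*, *MYL3*, *TNNC1*, *CSRP3*, *MYL4* and *DES*, the muscle intermediate filament desmin. Of 79 tested genes of oxidative phosphorylation, 8 were higher in the confluent monolayers and none was lower (24 and none when adjusted over the list alone), and 71 of the 79 had a log2 fold change below 0. *UQCRC2*, a core subunit of complex III, was at 520.1 ± 44.9 TPM (SD, n = 11) in the confluent monolayers and 426 ± 45.5 TPM (SD, n = 10) in the small islands (log2 fold change −0.30, SE 0.07, adjusted p = 0.0109 from edgeR). *ATP5B*, the catalytic subunit of the ATP synthase, had a log2 fold change of −0.24 (SE 0.06, adjusted p = 0.0135 from edgeR). All 22 genes of the TCA cycle had a log2 fold change below 0, and 4 of them passed the test (8 when adjusted over the list alone), among them the isocitrate dehydrogenase *IDH2* (−0.35, SE 0.07, adjusted p = 0.00179 from edgeR). Of 22 genes of fatty acid oxidation 3 were higher in the confluent monolayers, both over all genes and when adjusted over the list alone: *FABP3*, *LPL* and *ETFA*. The call of *ETFA* was lost without small-island replicate 6. Of 21 glycolytic genes 4 were higher there (9 when adjusted over the list alone), led by the muscle enolase *ENO3* (−0.30, SE 0.07, adjusted p = 0.00666 from edgeR).
By camera the lists differed from the other tested genes, with adjusted p = 4.83e-10 for the sarcomere, 1.42e-10 for oxidative phosphorylation, 2.85e-08 for the TCA cycle, 0.0139 for fatty acid oxidation and 3.33e-06 for glycolysis. With an estimated correlation these became adjusted p = 0.0257, 0.0256, 0.00238, 0.0357 and 0.111, so that glycolysis no longer passed. Outside Table S2, 1 of 28 sarcomere genes (*TNNC1*), 1 of 72 genes of oxidative phosphorylation (*COX8A*) and none of 17 genes of the TCA cycle, 19 of fatty acid oxidation and 17 of glycolysis passed in edgeR (6, 4 and 6 of these last 3 at an unadjusted p under 0.05). In DESeq2 none passed in these 5 lists, and in limma voom 2, 1, 0, 0 and 1 in this order. On the members outside Table S2, camera with the preset correlation gave unadjusted p = 0.0056, 6.62e-09, 6.42e-05, 0.212 and 2.99e-04 in the same order. Fry gave unadjusted p = 0.0195, 5.94e-04, 3.47e-05, 0.0436 and 0.0112. Camera with an estimated correlation was not run on these members. The lists were written after Tables S1 to S3 had been seen, so these members are not an independent test either. Within plate row G 14 sarcomere genes were lower in the small islands, 8 of the 12 among them, and 2 were higher, *MYH6* and *CAPZB*; of glycolysis 6 were lower, 3 of the 4 among them. There *MYL2*, *TNNC1*, *DES*, *MYL4*, *ATP5B* and *COX8A* did not pass. The count for oxidative phosphorylation was 5 there, 4 of them among the 8, 2 without small-island replicate 5 and 16 without small-island replicate 4. It was 3 to 5 without confluent replicate 2, 8, 9 or 11 or small-island replicate 1, 2, 3, 6, 7, 9 or 10. The count for the TCA cycle was 2 within row G and 2 without small-island replicate 2 or 5.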

Gene Ontology analysis [37] revealed that genes increased transcriptionally in confluent monolayers were associated with myocardial contraction and mitochondrial function (Fig 4a and S2 and S3 Tables). 

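Genes that process the matrix and genes of cell adhesion were higher in the small islands. Of 22 tested genes of matrix processing 7 were higher in the small islands and none was lower at an adjusted p under 0.05 from edgeR (9 and none when adjusted over the list alone). *TIMP3*, an inhibitor of matrix metalloproteinases, was at 43.7 ± 8.73 TPM (SD, n = 11) in the confluent monolayers and 69.3 ± 13.5 TPM (SD, n = 10) in the small islands (log2 fold change 0.65, SE 0.11, adjusted p = 1.33e-04 from edgeR). *SERPINE2*, an inhibitor of serine proteases, had a log2 fold change of 1.00 (SE 0.18, adjusted p = 3.19e-04 from edgeR), and the collagen cross-linking enzyme *LOX* and the metalloproteinase *MMP2* rose too. Of 21 tested genes of cell adhesion 6 were higher in the small islands and none was lower (8 and none when adjusted over the list alone). *ITGA11*, a collagen-binding integrin, had a log2 fold change of 0.81 (SE 0.16, adjusted p = 0.00359 from edgeR) and *EPHB3*, an ephrin receptor, one of 0.69 (SE 0.16, adjusted p = 0.00746 from edgeR). *ALCAM*, *F11R*, *VCAM1* and *CDH11*, adhesion molecules between cells, were the others. Of 15 tested genes of angiogenesis 8 were higher in the small islands and none was lower (9 and 2 when adjusted over the list alone), among them *AMOTL2* (log2 fold change 0.70, SE 0.15, adjusted p = 0.00513 from edgeR), the semaphorin and VEGF co-receptor *NRP2*, and 5 genes that the matrix lists also hold, *COL4A1*, *COL4A2*, *COL18A1*, *THBS1* and *MMP2*. Of 11 tested targets of the mechanosensitive co-activators YAP and TAZ, 3 were higher and none was lower (4 and none when adjusted over the list alone): *CTGF*, *AMOTL2* and *IGFBP3*.
The 4 lists differed from the other tested genes by camera, with adjusted p = 2.92e-10 for matrix processing, 1.92e-07 for cell adhesion, 3.12e-07 for angiogenesis and 3.33e-06 for the YAP and TAZ targets, and adjusted p = 0.00238, 0.00421, 0.00109 and 0.00421 with an estimated correlation. Outside Table S2, 1 of 16 genes of matrix processing (*LEPRE1*) passed in edgeR and DESeq2 and none in limma voom. None passed in any of the 3 of 14 of cell adhesion, 7 of angiogenesis and 8 YAP and TAZ targets (1, 3 and 3 at an unadjusted p under 0.05). On the members outside Table S2, camera with the preset correlation gave unadjusted p = 5.18e-04 for matrix processing and 0.0371 for cell adhesion. It gave 0.0063 for the YAP and TAZ targets, and for angiogenesis p = 0.617 in the other direction. By fry the unadjusted p was 0.0026 for matrix processing, 0.061 for cell adhesion and 0.0015 for the YAP and TAZ targets. For angiogenesis fry gave 0.322, again in the other direction. Within row G *VCAM1*, *NRP2*, *THBS1* and *IGFBP3* did not pass. *ANKRD1*, a YAP and TAZ target, was lower there and *CYR61* higher. Of the fibroblast markers, *MFAP5* was higher in the small islands and 7 of 8 did not pass, and of the smooth muscle markers, *CALD1* was higher and 9 of 10 did not pass. Within row G *COL1A1* was higher and *POSTN* lower as well among the fibroblast markers, and *CNN1* lower among the smooth muscle markers.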

Genes overexpressed in small islands were linked to extracellular matrix, cell adhesion and vascular formation.

**Fig 4:**
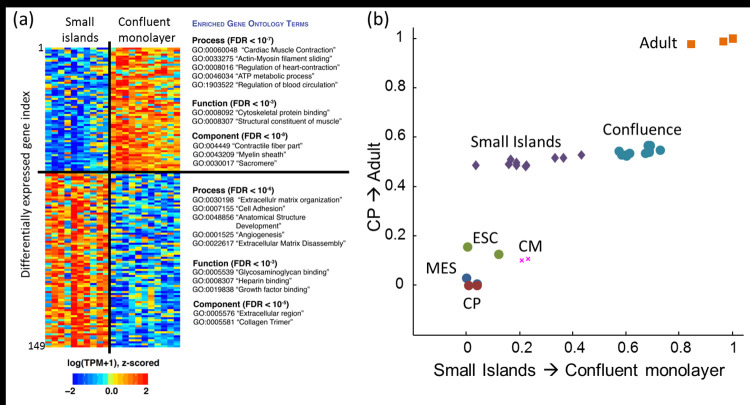
RNA sequencing to probe the difference between hiPSC-CM grown in small (100 μm) islands vs. a confluent monolayer. a) Confluent cells had greater expression of cardiac-related genes, while cells grown on small islands had greater expression of genes related to extracellular matrix, adhesion, and angiogenesis. b) Gene expression differences between small islands and confluent monolayer, projected onto two vectors in gene-expression space. The CP → Adult axis comprises the 3,463 genes that were significantly differentially expressed between cardiac progenitors and adult cardiomyocytes. The Small Islands → Confluent monolayer axis comprises the 149 genes that were significantly differentially expressed between the two island sizes. ESC: embryonic stem cells MES: mesoderm, CP: cardiac progenitors, CM: embryonic stem cell-derived cardiomyocytes.

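Genes of the non-sarcomeric actin cytoskeleton were also higher in the small islands, 8 of 37 tested with none lower at an adjusted p under 0.05 from edgeR (16 and 1 when adjusted over the list alone). *ACTB*, the other cytoplasmic actin, was at 836 ± 72.1 TPM (SD, n = 11) in the confluent monolayers and 1203 ± 313 TPM (SD, n = 10) in the small islands (log2 fold change 0.51, SE 0.09, adjusted p = 0.00210 from edgeR), and 0.64 within plate row G. *CALD1*, the actin-binding caldesmon, had a log2 fold change of 0.41 (SE 0.09, adjusted p = 0.00494 from edgeR), and *RAC1*, *FBLIM1*, *ANXA1* and *ANXA2* rose as well, the first 3 of them without passing within row G. In that row 5 genes of the list were higher in the small islands and 3 were lower, *CNN1* (log2 fold change −0.33), *CDC42* (−0.43) and *MYL12A* (−0.44). The list differed from the other tested genes by camera (adjusted p = 8.21e-08, and adjusted p = 0.0257 with an estimated correlation), and none of its 29 tested members outside Table S2 passed (10 at an unadjusted p under 0.05). On these 29, camera with the preset correlation gave unadjusted p = 0.0064, while fry did not pass (unadjusted p = 0.0747). The median log2 fold change was −0.17 for the sarcomere genes, −0.14 for oxidative phosphorylation and −0.19 for the TCA cycle, and 0.26 for the structural genes of the matrix, 0.27 for matrix processing, 0.23 for cell adhesion and 0.34 for angiogenesis. Within row G, 8 genes of matrix processing, 6 of cell adhesion and 7 of angiogenesis passed, among them 7 of the 7, 5 of the 6 and 6 of the 8 called over all libraries.

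**Figure D2:**
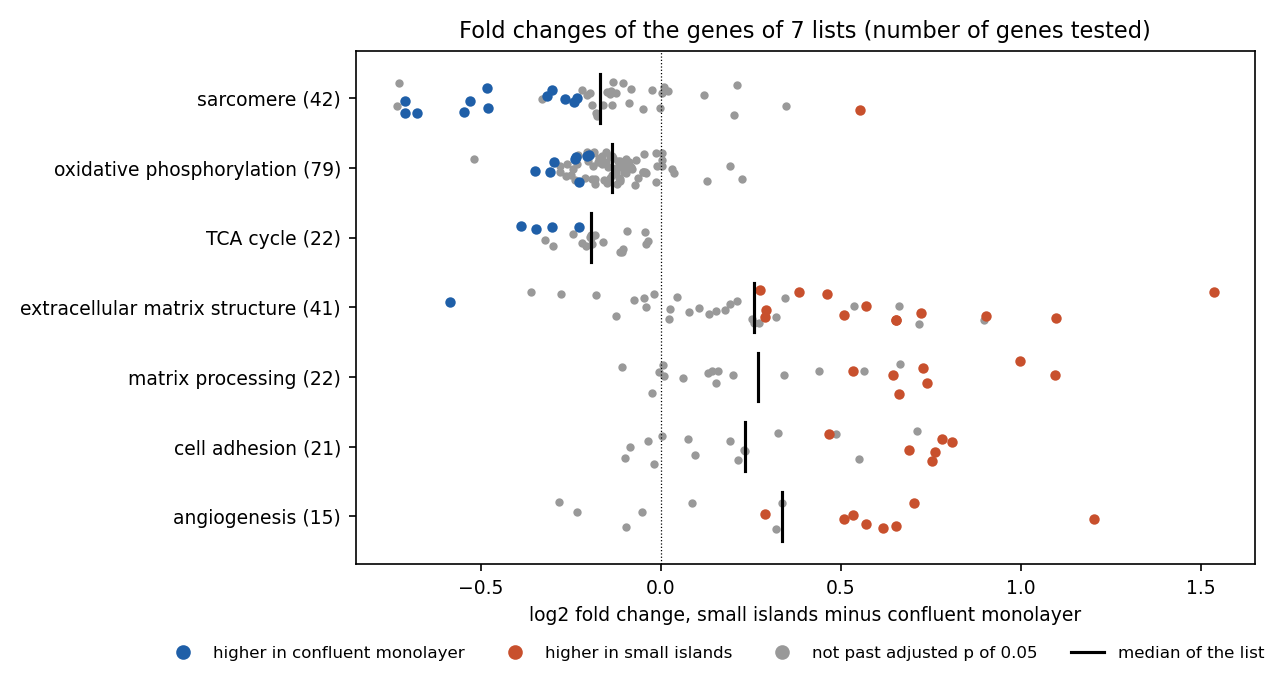
Log2 fold change, small islands minus confluent monolayer, of each tested gene of 7 lists (points), coloured by its call at an adjusted p of 0.05, with the median of the list (black line). The lists of contraction and metabolism have medians below 0, and the lists of matrix, adhesion and angiogenesis medians above 0.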

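Each library was scored on genes called without it. For each of the 21 libraries in turn the edgeR fit was repeated on the other libraries, and the left-out library was scored as the mean of its z-scored log2(TPM + 1) over the genes called higher in the confluent monolayers, less that over the genes called higher in the small islands. The score was 1.07 ± 0.29 (SD, n = 11; range 0.71 to 1.64) in the confluent monolayers and −1.10 ± 0.90 (SD, n = 10; range −2.81 to 0.24) in the small islands. The difference of 2.17 passed a permutation test (two-sided, p = 1e-05, the smallest that 100000 resamples can give). The permutation shuffled the finished scores and did not repeat the choice of genes, which used the true conditions of the other libraries, so this p-value is approximate. A difference between dishes or blocks of wells that follows the condition would separate the scores too. All 11 confluent libraries scored above 0 and 8 of the 10 small-island libraries below 0, the exceptions being small-island replicates 4 and 8. Within plate row G the mean scores were 0.92 and −1.39. The paper takes its 149 genes along the axis from cardiac progenitors to adult cardiomyocytes, and concludes that for this subset island size drove the majority of the maturation of normal development; the progenitor and adult libraries were not analysed here.

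**Figure D3:**
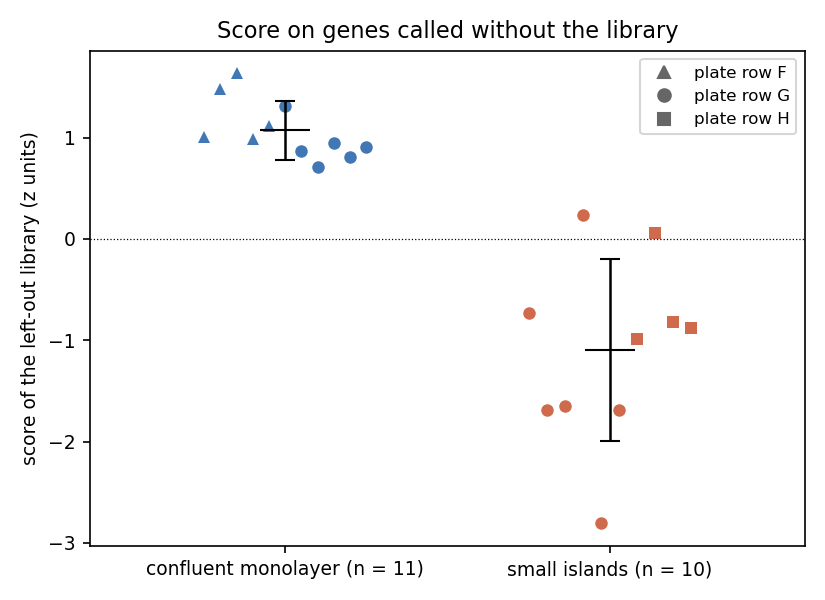
Score of each library on the genes called without it, in z units, for confluent monolayers and small islands, with marker shape for the plate row and the mean (long line) and SD (error bars) per condition. The confluent libraries lie from 0.71 to 1.64 and the small-island libraries from −2.81 to 0.24.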

To place these trends onto the timeline of cardiac development, we then compared these data with published RNA sequencing data from embryonic stem cells (ESCs), mesoderm (MES), cardiac progenitor cells (CP), embryonic stem cell-derived cardiomyocytes (ESC-CM), and mature adult cardiomyocytes (Adult-CM, Fig 4b). These samples have been described in Ref. [38]. Between the CP and Adult-CM, we identified 3,463 genes with significant differential expression (adjusted p-value < 0.05). We defined a vector in gene-expression space by the fold-change in expression for each of these genes, moving from CP to Adult-CM. We then used the gene expression vectors (log_2_ TPM) for each of the other samples and projected them onto the CP to Adult-CM axis. By this measure, there was a small but statistically significant difference between the small island and confluent samples: the confluent monolayers were only 4.7% ± 0.1% (mean ± s.e.m.) closer to Adult-CM than were the small islands (p = 5×10^−6^). Thus island size contributes little to global transcriptional maturation.

Surprisingly, a different picture emerged when we focused analysis on the 149 genes with significant differential expression between the confluent monolayers and small islands. Again we defined a vector in gene expression space by the fold-change in expression for each of these 149 genes, moving from CP to Adult-CM. For this subset of genes, the difference between the small islands and confluent monolayers accounted for 58% ± 18% (mean ± s.e.m.) of the difference between CP and Adult-CM (p = 2×10^−9^). Thus, for a subset of genes, island size drove the majority of the maturation that occurs during normal development. This observation suggests that cardiomyocytes contain a transcriptional network that is predominantly responsive to the local cellular environment and that other aspects of transcriptional maturation must be driven by distinct cues.

### Islands of different shapes elucidate mechanism of size-dependent maturation

With both optical electrophysiology and RNA sequencing showing significant differences between small and large islands, we next investigated the mechanism of island size-dependent maturation. We first tested whether the onset of beating depended on island size: more spontaneous activity in larger islands early in culture could lead to greater functional and transcriptional maturity later on. To test this hypothesis, we recorded movies of contractile motion as a function of island size and time post plating (S10 Fig, S3 Movie). All islands started beating at the same time, but at early stages the larger islands beat more slowly. Size-dependent differences in beat rate became insignificant by 12 dpp. Given the uniform onset of beating, the slower initial beat rate in larger islands, and the eventual convergence of the beat rates, we concluded that differences in spontaneous beating are unlikely to account for the greater maturity of cells in the larger islands.

We thus considered three other mechanisms by which island size might influence maturation. 1) Cells might secrete soluble paracrine factors which accumulated to higher local concentrations around larger islands (“paracrine effect”). For secretion at a constant rate per unit area of island, one expects the concentration at the island surface to scale as *C* ∝ *L*/*D*, where *L* is the island edge length and *D* is the diffusion coefficient of the secreted factor [46]. Although a portion of any secreted factor might become uniformly distributed within a dish, experiments on different-sized islands in the same dish controlled for this background effect. To explore the role of paracrine effects, we compared small islands plated far from their neighbors (region 1 in Fig 5) to small islands separated by a thin gap from a bigger island (region 3). 2) Cells might interact through electrical signaling (e.g. changes in resting potential). We compared small isolated islands (region 1) to small islands of the same dimensions, coupled by a thin bridge to a large syncytium (region 2). Cells in region 2 beat synchronously and with undetectable delay relative to the parent syncytium, confirming the robustness of the electrotonic coupling (S11 Fig). Region 4 comprised small islands, with both paracrine and electrical coupling to a nearby large island. 3) Cells might interact through direct contact, e.g. via surface-bound receptors, gap junctions, or mechanical forces. The mean number of contact interactions per cell is proportional to the ratio of island perimeter to island area. Thus, cells in region 5 had stronger contact interactions, on average, than cells in regions 1–4. Fig 5b summarizes the qualitative effects that would be accentuated in each geometry.

**Fig 5:**
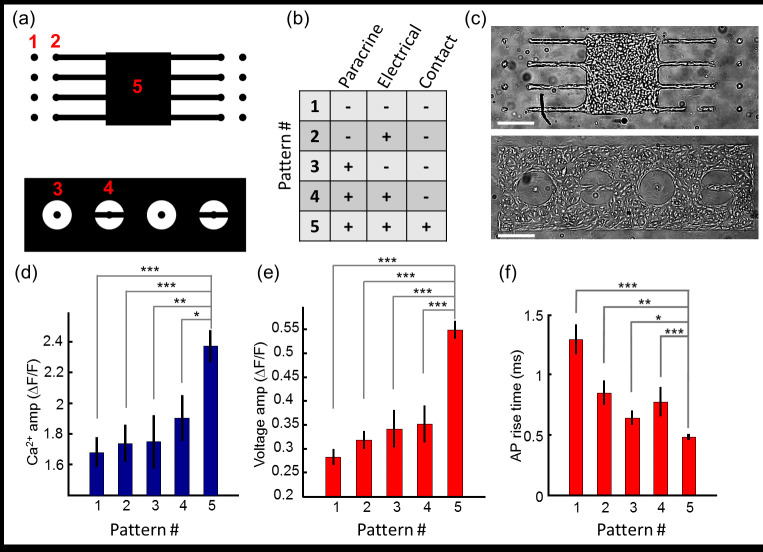
Growth on patterned islands identifies factors that influence hiPSC-CM maturation. a) Cells were cultured on patterned islands with five regions in which different intercellular influences were active. b) Chart showing the modes of intercellular interaction active in each region. c) Image of hiPSC-CM cultured on patterned islands. Scale bar 500 μm. d) Amplitude of calcium transient; e) Amplitude of voltage transient; f) Action potential rise time, for the five regions indicated in (a). In (d-f) measurements were performed on *n* = 282 samples. Error bars represent s.e.m. * p ≤ 0.05; ** p ≤ 0.01; *** p ≤ 0.001.

Fig 5c shows representative images of hiPSC-CM seeded on the patterns from Fig 5a. We analyzed the voltage and Ca^2+^ waveforms as above to assess the functional maturity of hiPSC-CM in each geometry (Fig 5d–5f). Neither electrical coupling to a large syncytium (region 2, 3), nor diffusional coupling to a large syncytium (region 3, 4), produced strong effects on action potential waveform parameters. In these four geometries, the functional maturation was only modestly greater than in an isolated small island (region 1).

The greatest change in action potential waveform parameters was observed among cells embedded in a large syncytium (region 5). This geometry was the only one tested in which the majority of cells were in direct mechanical contact with neighbors on all sides. Therefore, we conclude that cells grown in larger islands matured primarily through short-range interactions with neighboring cells. The present results cannot distinguish whether these short-range interactions are mechanical or biochemical; but they rule out electrical coupling or long-rage paracrine signaling as dominant contributors to the geometry-dependent changes in voltage and Ca^2+^ waveforms. Examination of many islands immunostained with a marker for cardiac troponin T revealed more myofibril banding in cells in the interior of the islands relative to cells at the edges (S12 Fig). These observations support the importance of nearest-neighbor contacts in driving maturation.

## Discussion

High-throughput optical electrophysiology and gene expression profiling revealed that functional maturity of hiPSC-CM grown in confluent islands increased as a function of island size. For a subset of genes associated with functional maturation, changes in island size accounted for approximately 58% of the change in gene expression that occurs during cardiac maturation in human development. This observation points to a precise transcriptional network whose expression level is strongly regulated by nearest-neighbor contacts. By varying the geometry of the islands, we determined that short-range contact interactions played the dominant role in governing the observed maturation, rather than electrical coupling, pacing, or diffusible paracrine factors.

The nature of these short-range interactions remains to be determined. Gene ontology analysis of the differentially expressed genes revealed that the four terms most represented in the smaller islands were related to extracellular components (S2 Table). 

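Secreted factors were among the genes higher in the small islands. *CTGF*, a secreted matricellular protein on chromosome 6 of GRCh37 from 132269316 to 132272512, was at 30.9 ± 14.4 TPM (SD, n = 11) in the confluent monolayers and 72.9 ± 24.7 TPM (SD, n = 10) in the small islands. Its log2 fold change was 1.20 (SE 0.23, adjusted p = 0.00342 from edgeR's quasi-likelihood test), and 0.96 within plate row G. *INHBA*, which encodes a subunit of the growth factor activin, had a log2 fold change of 0.74 (SE 0.18, adjusted p = 0.0140 from edgeR), and 0.77 within row G, where it did not pass (adjusted p = 0.0741 from edgeR). Of 18 tested targets of TGF-beta signalling, these and *FN1* rose and none fell (6 and none when adjusted over the list alone), and *TGFB2*, a TGF-beta ligand, had a log2 fold change of 0.61 (SE 0.19, adjusted p = 0.0757 from edgeR). Within row G *CTGF* was the only one of these 3 to pass; *COL1A1* and *BAMBI* also rose there and *POSTN* fell. The list differed from the other tested genes by camera (adjusted p = 6.04e-05, and adjusted p = 0.00285 with an estimated correlation). None of its 14 tested members outside Table S2 passed (5 at an unadjusted p under 0.05), and camera on these 14 with the preset correlation gave unadjusted p = 0.0517 (fry, unadjusted p = 0.0391). *HAPLN1*, which links hyaluronan to proteoglycans, rose with a log2 fold change of 0.65 (SE 0.13, adjusted p = 0.00100 from edgeR), as did *PRSS23*, a secreted protease (0.66, SE 0.13, adjusted p = 0.00109 from edgeR).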

The presence of a differentially expressed extracellular component does not indicate the range over which this component acts—whether it is bound locally to the extracellular matrix or whether it is free to diffuse to distant cells. Thus the differential expression of secreted proteins in the smaller islands is not necessarily at odds with the observation that the island size-dependent maturational cues seem to be short range.

In an absolute sense, growth in islands of different sizes led to only modest changes in maturation. This was true morphologically, functionally, and transcriptionally. At the morphological level, the cells did not elongate, develop T-tubules, or show clear sarcomeric Z-disks. At the functional level, the persistence of spontaneous activity indicated an immature electrophysiological state, and the cells never developed the rapid upstroke observed in mature CM. The transcriptional changes were the only modality that could be placed quantitatively on a developmental axis. Considering all genes that changed from cardiac progenitors to Adult-CM, the hiPSC-CM resided about half way along the trajectory; but cells grown on large islands were only 4.7% closer to adult CM than were cells grown on small islands.

The importance of short-range interactions highlights a limitation of the planar cell culture geometry. The cells were relatively flat, and only touched at their edges. Thus the area of cell-cell contact for a cell completely surrounded by other cells remained a minuscule fraction of the total cell surface area. Clearly a three-dimensional geometry would provide dramatically more cell-cell contact[47]. Indeed cells grown in 3D cultures have shown improved alignment, hypertrophy, and replication[48]. Human embryonic stem cell-derived CMs grown in 3D patches also showed faster conduction velocity, longer sarcomeres, and upregulated expression of genes involved in cardiac contraction[49]. However, unvascularized 3-D cell culture encounters difficulties with adequate oxygen delivery to internal cells. The spacing of the capillary bed in adult human myocardium is approximately 20 μm [50], suggesting that any 3-D CM culture more than a few cells thick will produce hypoxia in the center. Coculture of hiPSC-CM with vascular endothelial and stromal cells is a promising approach to resolve this mass-transport problem[48], though actively perfusing the nascent vessels *in vitro* remains a challenge.

Mechanical and electrical pacing further contributes to enhanced maturation, particularly in 3D cultures[15]. It is natural to assume that these stimuli, mimicking the cardiac milieu, somehow directly promote maturation. However, a recent study suggests that an additional function of dynamic pacing is to improve mass transport by stirring the local medium.[51] This example highlights the difficulty of assigning changes in maturation to single causes.

Several groups have shown increased maturation by growing hiPSC-CM on soft substrates[52,53] or in elastomeric gels [48]. However, the mechanical micro-environment likely accounts for only a portion of the short-range maturational cues. The cardiac extracellular matrix (ECM) is a complex assembly of glycosaminoglycans, glycoproteins, and adhesive proteoglycans that have both signaling and mechanical functions [54]. Cardiomyocytes grown on decellularized heart ECM showed greater maturation as measured by protein expression than cells grown on mechanically similar liver ECM [55]. Recent efforts to grow cardiomyocytes in gel micro-capsules provides an intriguing way to create a cardiac-like mechanical and biochemical environment while preserving oxygenation [56]. Cell culture geometries in which secreted macromolecular components are retained while oxygen and small molecules can readily interchange with a reservoir are promising for future tissue engineering applications.

Planar cell culture offers many advantages from the perspective of convenience and ease of imaging. Thus it is useful to contemplate whether the advantages of micro-capsule culture can be obtained in a planar geometry. One plausible approach is to culture cells between thin semi-permeable sheets that retain macromolecules but pass nutrients and oxygen.

The combination of optical electrophysiology and transcriptional profiling will provide a rich assessment of how each aspect of cell culture contributes to multiple distinct measures of functional maturation. The results presented here have focused on the effect of local geometry on maturation, but clearly the tools of optical electrophysiology open the possibility of rapid, accurate functional phenotyping of human cardiomyocytes in a wide range of conditions relevant to health and disease.

## Supporting information

S1 Fig Procedure for growing hiPSC-CM on patterned elastomeric substrates. A) Synthesis procedure for constructing patterns of covalently bound fibronectin atop a soft polyacrylamide substrate. B) Image of fluorescently labeled fibronectin showing the fidelity of the stamping pattern. Image is 5 mm across. C) Transmitted light image of HEK293 cells grown on the patterned fibronectin. The defects in the fibronectin pattern in S1b Fig. (e.g. the circular region missing in the lower left large square) are faithfully reproduced in the pattern of cell growth.
(PNG) Click here for additional data file.

S2 Fig Comparison of AP waveforms in hiPSC-CM, as measured by the genetically encoded voltage indicator QuasAr2 and the voltage-sensitive dye, FluoVolt. Top: Simultaneous dual-wavelength measurements in the same hiPSC-CM. QuasAr2 was excited at 637 nm with fluorescence detection at 720 nm. FluoVolt was excited at 488 nm with fluorescence detection at 525 nm. Bottom: effect of QuasAr2 expression on AP waveform. Fluovolt fluorescence was recorded from two neighboring cells, one expressing QuasAr2 and one not expressing QuasAr2. There was no detectable difference in the AP waveforms attributable to expression of QuasAr2.
(PNG) Click here for additional data file.

S3 Fig Image analysis pipeline. (A) Raw QuasAr2 image from one field of view with island size 250 μm. (B) Background image, calculated by performing an image opening operation. The erosion/dilation element was elliptical, with width slightly larger than the island size and height 200 μm. (C) Image after background subtraction. Images were then masked using an absolute threshold for the entire data set, so all pixels where there was no expressed protein were excluded from further analysis. (D) Islands were automatically selected based on array size, and islands that were incomplete or otherwise had a bad morphology were excluded. The island with the yellow star is used in (E)-(I). (E) Fluorescence time traces for voltage (red) and calcium (blue) calculated by taking the flat average of all pixels in the pink box in (D). Baseline drift (black) was calculated by interpolating between minimum points with a sliding window whose width was slightly longer than the beat period. The baseline drift (black trace) was subtracted from the recordings. Each trace was then divided by baseline to calculate Δ*F*/*F*_0_ traces, shown in (I). (F) Time-averaged fluorescence of the selected island. (G) Equal-time cross-correlation of whole-island intensity (shown in (I)) with intensity-trace at each pixel, highlighting pixels with synchronized voltage activity. (H) Sensitivity image calculated by dividing (G) by (F), showing Δ*F*/*F*_0_ for each pixel in the island, masked to reject pixels identified as background. The distribution of these pixel sensitivities, pooled across all islands of the same size, are used calculate voltage and calcium amplitudes. (I) Beats were automatically identified by an edge-finding algorithm, and action potential widths were calculated at defined thresholds. The rise rate was calculated from the maximum derivative on each rising edge.
(PNG) Click here for additional data file.

S4 Fig Automated parameterization of the data shown in Fig 2b & 2d. A) Voltage-imaging data. The green lines indicate the timing of the upstroke, and the width of the action potential at 30%, 50%, and 70% of return to baseline. B) Calcium imaging data. The purple lines indicate the amplitude of the calcium transient, and the width of the calcium transient at 30%, 50%, and 70% of return to baseline.
(PNG) Click here for additional data file.

S5 Fig Automated parameterization of voltage imaging traces from islands of size A) 50 μm, B) 100 μm, C) 500 μm, and D) 1000 μm. (PNG) Click here for additional data file.

S6 Fig Island size-dependent maturation. (A) Histograms of calcium transient amplitudes for every pixel (see S2H Fig), pooled for each island size. The number of pixels in the histogram is indicated in the upper right of each pane. The black line indicates the mean, with fluorescent but unresponsive pixels (Δ*F*/*F*0 < 0.2) excluded from the average. (B) Histograms of AP voltage amplitude. The black line is the average. (C) Histogram of rate of voltage rise. The number of islands in the histogram is indicated in the upper right of each pane and the black line is the mean of all islands.
(PNG) Click here for additional data file.

S7 Fig Subdividing large islands to create synthetic small islands as a check for image analysis artifacts. Calculations parallel those in S5 Fig where trends were derived from the full data set. (A) Histograms of calcium transient amplitudes for every pixel, pooled from subdivisions of a 1 mm island to smaller synthetic islands. The number of pixels in the histogram is indicated in the upper right of each pane. The black line indicates the mean, with fluorescent but unresponsive pixels (Δ*F*/*F*_0_ < 0.2) excluded from the average. The red, blue and green lines are the mode, median and 90% threshold, respectively. (B) Histograms of AP voltage amplitude. (C) The voltage rise rate histogram with rates measured for each island. The number of islands (subdivision from one 1 mm island size) in the histogram is indicated in the upper right of each pane and the black line is the mean of all islands.
(PNG) Click here for additional data file.

S8 Fig Conduction velocity of confluent hiPSC-CM cultures. HiPSC-CM were seeded in a uniform syncytium and paced just to the left of the field of view. The voltage wave propagated from left to right. (A) QuasAr2 fluorescence and subdivided ROIs. (B) Overlaid time traces from each ROI, with an expanded view of one beat. (C) Mean AP rise time (50% of max) as a function of ROI coordinate. The fit shows the conduction velocity.
(PNG) Click here for additional data file.

S9 Fig Simulations of action potential waveforms in the Aliev-Panfilov model. A) Simulations of AP waveforms of single cells with heterogeneous intrinsic beat rates, achieved by assigning to each cell a leakage current selected from a Gaussian distribution with 22% coefficient of variation. B) Simulation of the action potential waveform in a 16x16 array of coupled cells. The coupled syncytium adopted the mean beat rate of the constituent cells.
(PNG) Click here for additional data file.

S10 Fig Spontaneous beat rate as a function of days post plating and island size. Initially the smaller islands had a higher spontaneous beat rate, but by 12 dpp this difference had disappeared and all island sizes showed a similar spontaneous beat rate. Error bars represent s.e.m.
(PNG) Click here for additional data file.

S11 Fig Strong electrotonic coupling across thin bridges of hiPSC-CM. The plot compares simultaneously measured QuasAr2 fluorescence traces in regions 2 and 5 of the crab-shaped pattern snown in the top of Fig 4a. The fluorescence recordings have been scaled vertically to facilitate comparison. The upstroke is synchronous in the two regions to within measurement precision, indicating strong electrotonic coupling.
(PNG) Click here for additional data file.

S12 Fig Sarcomere organization as revealed by cardiac troponin T immunostaining. The island size is indicated in each panel. In the 500 μm and 1000 μm islands, banding, which is present in mature cells *in vivo*, is clear in the interior but is absent on the periphery (left edge of images). In the 50 μm and 100 μm islands, where most cells are on the perimeter, less banding is present.
(PNG) Click here for additional data file.

S1 Movie Fluorescence imaging of the QuasAr2 voltage indicator in 250 μm islands of hiPSC-CM. The islands all showed asynchronous spontaneous beating.
(MP4) Click here for additional data file.

S2 Movie Fluorescence imaging of the GCaMP6f Ca^2+^ indicator in 250 μm islands of hiPSC-CM. The islands all showed asynchronous spontaneous beating.
(MP4) Click here for additional data file.

S3 Movie Transmitted light image of a large set of patterned islands containing beating hiPSC-CM. (MP4) Click here for additional data file.

S1 Table Complete transcriptomic data for all genes measured in small and large islands. (XLSX) Click here for additional data file.

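Table S1 gives for each gene the mean normalized count over all libraries, the log2 fold change between the conditions with its standard error, and a p-value with its FDR adjusted form, all from DESeq2. The copy used here holds the first 1998 of the 6328 genes, so no set test was run on it. For *MYH7*, the paper's log2 fold change is −0.30 and for *COL4A1* 0.28. Recomputed from the deposited expected counts, the mean normalized counts differed from the paper's by at most 0.000474%. Of 142 genes in this part of the table with an adjusted p under 0.05 in the paper, 129 were also past 0.05 in the edgeR fit.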

S2 Table Genes differentially expressed between hiPSC-CM grown on small and large islands. (XLSX) Click here for additional data file.

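Table S2 lists the genes past the paper's threshold by condition. All 149 had the listed direction in the edgeR fit, in which 53 of the 62 genes listed as higher in large islands and 75 of the 87 listed as higher in small islands passed an adjusted p of 0.05. The list was chosen on these same libraries, so this is not independent evidence of its direction. A further 11 genes passed that Table S2 does not list. Among them *TNNC1*, the calcium-binding subunit of troponin, and *MDH1* and *COX8A*, of energy metabolism, were higher in the confluent monolayers, and *MFAP5*, *LEPRE1*, *GRINA*, *MEST*, *LPAL2*, *HERC2P4* and *SEPT5-GP1BB* were higher in the small islands; of these *TNNC1*, *COX8A*, *HERC2P4* and *SEPT5-GP1BB* did not pass within plate row G. Of the 87 genes, 13 belong to the set whose level rose and fell with the share of counts in transcripts named as non-coding, among them *ARHGEF26-AS1*, which did not pass here (log2 fold change 1.39, SE 0.39, adjusted p = 0.0676 from edgeR).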

S3 Table Gene Ontology analysis of genes differentially expressed between hiPSC-CM grown on small and large islands. (XLSX) Click here for additional data file.

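Table S3 gives the Gene Ontology terms in which the genes of each list of Table S2 are over-represented. The authors ran GOrilla, which compares the share of a list's genes that carry a term with the share among a background by the hypergeometric test, for terms of biological process, molecular function and cellular component. Their background was the 6328 genes retained by the filter on TPM, so that a term is scored against genes these cells express and not against the whole genome. One gene can carry many nested terms, and the terms of a table of this kind overlap: *COL4A1*, *COL4A2* and *COL18A1*, for example, belong to the matrix as well as to vessel formation in the gene lists used here, and *SDHA* to oxidative phosphorylation as well as to the TCA cycle (log2 fold change −0.23, SE 0.06, adjusted p = 0.0371 from edgeR). The call of *SDHA* was lost within plate row G and on leaving out any of 12 of the 21 libraries.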

How the deposited data were processed for this re-analysis (not part of the article)

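The data are RNA sequencing libraries of iCell cardiomyocytes, cardiomyocytes differentiated from human induced pluripotent stem cells, grown as islands of 100 µm (10 libraries) or as a confluent monolayer (11 libraries). The paper calls the replicates of each condition biological replicates; the dish or culture behind each is not given in the sources used here. Libraries were made from total RNA by a modified SMART-Seq2 protocol and a transposase kit, without strand information or molecular identifiers, so intervals and counts cover reads and not independent molecules.

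The authors mapped paired reads of 25 bp to the UCSC human transcriptome (hg19) with RSEM 1.2.19 and Bowtie 1.1.1, versions given in the paper and in the submitters' processing notes. They deposited 2 tables. The first holds expected counts, which the authors made with RSEM by dividing each read among the genes it matches and, as deposited, did not normalize. They need not be whole, and 9.29% of the values were not. The second holds the TPM, which the authors' software normalized for transcript length and library size; the deposited TPM of each library sum to between 999999 and 1000001. Each table also has 8 columns of per-sample values that match no sample of the series, and these were not used. RSEM divides reads that match several genes by an expectation-maximization step, so the values of near-identical genes (actins, *MYH6* and *MYH7*, pseudogenes, the MTRNR2L family) depend on that division.

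The sample labels give a series letter and a number and no condition. The conditions were assigned by the number of libraries per series, which the paper states for each condition, before the tables were read, and then checked against the signs of the fold changes in Table S1. Plate positions were read from the column names of the deposited tables. The numbers of the labels were not used to pair libraries.

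Expected counts were rounded to whole numbers. Genes with a mean TPM of at least 10 in either condition were kept, as in the paper's methods. Fold changes were tested with edgeR 4.0.16 (quasi-likelihood fit with robust estimation, TMM factors) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. DESeq2 1.42.0, which the paper's methods name, and limma 3.58.1 were alternatives. Log2 CPM for the gene set tests used a prior count of 2. The gene set test camera was run with a preset correlation of 0.01 and with an estimated correlation, and its p-values were adjusted over the lists. On the members outside Table S2 it was run with the preset correlation only, beside a second gene set test, fry. Single measures of the libraries were compared by two-sided permutation tests with 100000 resamples in scipy 1.17.1 (Python 3.11.15), and 95% intervals of ratios came from 10000 bootstrap resamples of the libraries. Intervals of the percent of the fold change kept came from resampling the called genes and do not cover the spread between libraries. Library totals, the share of the 100 most abundant genes and the shares of transcripts named as non-coding and of gene families silent in heart formed 1 family of 4 tests. The share of the MTRNR2L family and the set of transcripts that vary with the non-coding share were looked at after the data were examined. Transcripts named as non-coding are those whose symbol starts with LOC or LINC or ends like that of an antisense, intronic or overlapping transcript. This pattern, set before the tables were read, also took 32 genes annotated as coding among its 1720; the share and the counts without them were added after the results were seen.

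The test was tried on simulated counts with known answers, drawn for the 6328 genes from the means, spread and totals of these libraries, with 50 genes each, chosen among the better expressed, changed 1.3-fold, 1.5-fold, 2-fold and 3-fold. It recovered 96% of the genes changed 3-fold and called 6 unchanged genes among 132 calls. The total of assigned counts per library limits the precision of weakly expressed genes, and small islands had the lower totals.

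The genes named in the text are every gene that the paper's text on RNA sequencing names, every collagen past the threshold, the 10 genes with the largest fold change in each direction among those past the threshold, and up to 4 members of each gene list with the lowest p. This rule and the gene lists were written before the deposited tables were read, but after the values of Tables S1 to S3 had been seen. Members of the set that varies with the non-coding share, the 11 called genes that Table S2 does not list, and list members called beyond the first 4 or only within row G were named after their values were seen. A few genes that the rule takes are left out of the named genes and of the tallies over them, and counts over whole lists and over all genes include them. The lists cover the sarcomere, the adult ventricular and the fetal and atrial programs, oxidative phosphorylation, the TCA cycle, fatty acid oxidation, glycolysis, extracellular matrix structure, matrix processing, cell adhesion, angiogenesis, YAP and TAZ targets, TGF-beta targets, the non-sarcomeric actin cytoskeleton, ion channels and calcium handling, the intercalated disc, small heat shock proteins and chaperones, endoplasmic reticulum stress, hypoxia, the cell cycle, interferon, ribosomal proteins, transcripts named as non-coding, gene families silent in heart, and markers of fibroblasts, smooth muscle, endothelium, epicardium, pacemaker cells, pluripotent cells and endoderm.

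Gene coordinates are those of an annotation of GRCh37, matched by symbol for 20574 of the 23686 genes and by an older symbol for 1565; 1547 had no match. The alternatives changed the test, the normalization, the pseudocount, the filter, the rounding, the threshold, the use of replicate numbers, plate row and library measures as terms, and left out each library in turn. Published libraries of progenitors, embryonic stem cell derived cardiomyocytes and adult heart, and the optical recordings, were not analysed here.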

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

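The share of counts in transcripts named as non-coding was set as a covariate before the data were examined, but the bounds for that test were written after its result was seen. The tests on that share without coding genes or without the genes that follow it, and on genomic DNA at 1 copy per gene, were chosen only after the result was seen, and the settings with the library total, the plate row, the GC and length correction and without the 100 most abundant genes were added after the data were examined.

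Small islands and confluent monolayers differed in 139 genes. Of 100 splits of the 21 libraries 1, the real one, gave as many, with 16 genes in the highest of the others. A random split of independent libraries therefore seldom gives so many. The dish or culture behind each library is not given, so a difference between dishes or blocks of wells that follows the condition is not excluded. The tables argue against a difference in library size (the median fold change of the 139 genes kept 95.8% of its size, 95% interval 83.2 to 101, with the log2 library total as a covariate), a few abundant genes (99.8% kept without the 100 most abundant) and GC content and transcript length (96.2%, 93.0 to 104) as the whole cause. With the plate row as a term 109% was kept (89.5 to 117). Rows F and H hold 1 condition each, so this value rests on row G, whose libraries helped to choose the 139 genes. A difference between rows cannot give the 213 genes called within row G alone. Rows can still contribute, since 84 genes were called between rows H and G of the small islands and 3 between rows G and F of the confluent monolayers. These intervals resample the genes and not the libraries, so they do not cover the spread between libraries. Position within a plate row follows the condition and could not be tested. With the library total as a covariate 11 genes were called, since the median log2 fold change went from 0.57 to 0.55 while the median standard error rose from 0.13 to 0.17. With the share of counts in transcripts named as non-coding as a covariate 61.1% was kept (51.1 to 72.9; median log2 fold change 0.35, standard error 0.16), and 62.5% (52.4 to 73.7) without the coding genes that its symbol pattern takes, between the bounds set for this test, so a part of the fold changes cannot be told apart from whatever moves that share, which itself differs between the groups. An effect of island size on transcription remains a hypothesis beside these.

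Structural genes of the matrix were higher and contractile genes lower in the small islands, which a different mix of cells may also give. A lower share of cardiomyocytes as the cause of the contractile part was not tested and stays open; among the contractile genes *TTN* (log2 fold change 0.00, standard error 0.16), *TNNT2* (−0.05) and *ACTN2* (0.01) were not called, and *TTN* passed within plate row G (−0.28). A larger share of fibroblast-like cells stays open. Of the tested fibroblast markers 75.0% (6 of 8) were above 0, between the bounds set for this test. *MFAP5* was called, *COL3A1* was at 310.1 and 355 TPM and *MFAP4* at 473 and 481 TPM, and *POSTN* and *S100A4* were below 0. Of these 8 markers 7 are also in the matrix lists. Within row G 62.5% (5 of 8) were above 0. There *MFAP5* and *COL1A1* (log2 fold change 0.76) passed the threshold and *POSTN* passed it the other way (−0.88), so the markers did not move together in that row. The fibroblast markers under the filter were near the floor. In the confluent monolayers and the small islands *THY1* was at 3.67 and 2.15 TPM, *DDR2* at 1.03 and 0.94 and *PDGFRA* at 1.37 and 1.75. *TCF21* was at 0.88 and 0.45 TPM, *FAP* at 0.48 and 0 and *DCN* at 0.19 and 0. Such levels are too low to decide the question. A lower share of cardiomyocytes as the cause of the matrix part cannot be told apart either: the median of the sarcomere genes was −0.17 (−0.23 to −0.13), and the medians of the fibroblast and smooth muscle markers, 0.14 (−0.36 to 0.66) and 0.08 (−0.05 to 0.23), were too uncertain to decide it, as were the endothelial, pluripotency and endoderm lists with a single tested gene each. Within row G 5 of the 10 smooth muscle markers were above 0 and 5 below (median −0.06), with *CALD1* past the threshold (0.43) and *CNN1* past it the other way (−0.33). These markers do not decide the question there. The smooth muscle markers *MYH11* (0.78 TPM in the confluent monolayers and 0.95 in the small islands), *NOTCH3* (0.62 and 0.705) and *PDGFRB* (1.15 and 2.32) did not reach the filter. Most of the tested fibroblast markers are matrix genes themselves. The matrix change as a response to island size was not tested apart from the mix of cells.

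The share of counts in transcripts named as non-coding was 1.42 times higher in the small islands, 1.50 times without the coding genes that its symbol pattern takes, and 12 called genes followed it from library to library. This is in part built in, since 5 of the 12 belong to that share and took 0.175% of the counts in the confluent monolayers and 0.416% in the small islands; without them and the coding genes the share was 1.10 times higher (permutation test, p = 0.00482), the 12 had correlations of 0.580 to 0.792 with it, and 33 of the 84 tested transcripts so named and not annotated as coding had a log2 fold change below 0. Carry-over of genomic DNA may contribute, since the share of counts in gene families silent in heart (such as olfactory receptors) was also higher, 2.04 times (95% interval 1.39 to 2.93). That share rests on few counts, at most 17.9 in a library. Genomic DNA carried over evenly at 1 copy per gene cannot account for the mean level of the 12 genes. Their mean TPM was at least 568 times that of the silent families in every library (median 1493). Uneven carry-over was not tested, and the mean does not speak for each of the 12 genes. Retained nuclear RNA and an effect of island size on these transcripts were not tested and stay open.

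Gene families silent in heart took 0.00349% of the counts in the small islands and 0.00171% in the confluent monolayers (permutation test, p = 0.00226, adjusted p = 0.00301 over 4 measures), and 0.00398% and 0.00168% within plate row G, which the paper does not report. These shares are near the floor. Over all 541 genes they come from 4.8 to 17.9 counts per small-island library and 3.7 to 10.8 per confluent library, and the totals of the small islands were lower. Small-island replicate 5 stood apart from the other small islands in this share, at 0.00777% against 0.00140% to 0.00456%. It also stood apart in *INHBA*, at 71.6 TPM against 24.4 to 46.2 TPM, and in *KRT19*, at 41.4 TPM against 7.36 to 18.3 TPM. Small-island replicate 4 stood above the other small islands in *MYH7*, at 4924 TPM against 3406 to 4122 TPM, and in *NPPA*, at 27800 TPM against 16810 to 21260 TPM. *COL18A1* was at 42.3 TPM in small-island replicate 6 against 29.2 to 35.6 TPM in the others, and *DNAJB11* at 31.6 TPM in small-island replicate 7 against 50.6 to 67.5 TPM. In all, 7 of 114 groups of small-island values had a library apart from the others by Dixon's test (6.14%), where chance gives about 5%.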

How the results depend on the processing

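The settings with the plate row, the log2 library total, thinned counts, without the 100 most abundant genes with the GC and length correction and with the non-coding share without coding genes, and the left-out libraries for the gene lists, were chosen after the data were examined. The 139 calls stayed within 1.5 times under 40 of 48 alternatives; they became 45 with the number of genes detected, 12 with the share of transcripts named as non-coding (12 also without its coding genes, with the same counts as that share in all that follows) and 11 with the log2 library total as a covariate (the median log2 fold change kept 93.1%, 61.1% and 95.8% of its size; with genes detected all 139 kept their direction and the median standard error went from 0.131 to 0.139), 247 with the plate row as a term, 213 in row G alone, and 49 and 210 at an adjusted p under 0.01 and 0.1. Leaving out 1 library gave from 94 (without small-island replicate 5) to 203 (without small-island replicate 4). For the counts in this part the cause was not tested, apart from the thresholds and from the genes of Table S2, whose removal leaves fewer genes. Leaving out the 100 most abundant genes does so too: 109 of the 139 called genes stayed in that fit, and its counts cover only genes still tested. Of the 149 genes of Table S2, 128 were called, and 83 with limma on log2(TPM + 0.1), 36, 9 and 9 with the 3 covariates in the order above, 80 in row G and 46 at 0.01. The sarcomere count of 12 became 7, 2 and 2 with the covariates, 5 without the 100 most abundant genes (among the members still tested), 7 at 0.01 and 1 without the genes of Table S2. Oxidative phosphorylation (8) became 5 with DESeq2 size factors, 3 with the replicate block, 0, 0 and 0 with the covariates, 5 in row G, 4 without the 100 most abundant genes, 0 at 0.01, 1 without the genes of Table S2, and 2 to 16 on leaving out 1 library. The TCA cycle (4) became 1, 0 and 1 with the covariates, 2 in row G, 2 on thinned counts, 2 at 0.01, 0 without the genes of Table S2, and 2 to 4 on leaving out 1 library. Matrix structure (13) became 8, 3 and 2 with the covariates and 1 without the genes of Table S2. Matrix processing (7) became 4 with limma on log2(TPM + 1) and on log2(TPM + 0.1), 2, 0 and 1 with the covariates, 4 on thinned counts and 1 without the genes of Table S2. Cell adhesion (6) became 3 with both limma settings, 2, 1 and 0 with the covariates, 3 on thinned counts, 3 at 0.01 and 0 without the genes of Table S2. Angiogenesis (8) became 5 with both limma settings, 2 and 0 with the non-coding share and the library total, and 0 without the genes of Table S2. The difference in genes detected was 30.85 at TPM over 1, and passed at TPM over 7 and over 13. Of 73 named genes past the threshold, 57 to 73 kept their call in the 16 settings of test, normalization, filter, rounding and replicate block chosen before the data were examined, and 60 to 71 on leaving out 1 library. Of the 73, 29, 9 and 9 kept it with the 3 covariates, 48 in row G, 52 with the plate row as a term, 57 on thinned counts, and 40 and 73 at an adjusted p under 0.01 and 0.1. Without the 100 most abundant genes 53 kept it and 2 lost it, and with the GC and length correction 62 kept it and 7 lost it. The others of the 73 were not in those 2 fits. None reversed its direction past the threshold in any setting. The calls lost in over 10 of the 21 left-out fits were those of *PKM* (17), *SEPT5-GP1BB* (16), *DNAJB11* (16), *TPI1* (14) and *SDHA* (12). The replicate block, over the 10 numbers that both conditions share, gave 152 calls. Of the 10 pairs, 2 had a correlation over 0.1 (range −0.027 to 0.114), and 1 library correlated best with its own number. These values show no strong pairing by number and cannot exclude a weak one. The paper mentions matching dishes of confluent culture, and whether the numbers follow them is not given. Between libraries of a single condition, edgeR called 3 genes between rows G and F of the confluent monolayers and 84 between rows H and G of the small islands. At these depths a 1.3-fold change was recovered for 22.0% of the simulated genes, so a gene not called may still differ by such a fold.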

Differences from the paper's values

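The paper states that a change of the filter on TPM by 30% changed the number of genes by less than 10%; here the larger of the changes was 16.2%, with 7356 genes at a mean TPM of at least 7 against 6328 at 10. No alternative other than these thresholds was run for this count.

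The paper's mean depth per library is 568867 paired-end reads, and the mean total here is 360315, which counts only what was assigned to genes. On that scale the total here is 63.3% of the paper's depth, where the paper gives 63% of reads mapped to the transcriptome.

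Of 94 log2 fold changes that Table S1 and the edgeR fit both give for the named genes, 24 differed by more than the larger standard error, all with the same sign. The paper's value and the value here, in that order, were for *COL8A1* 0.83 and 1.10, *UGT8* 0.77 and 1.54, *MFAP5* 0.82 and 1.54, *MAB21L3* 0.73 and 1.50, *LOC646214* 0.75 and 1.44, *IGFBP3* 0.70 and 1.32, *ABCC9* 0.92 and 1.31, *GSG1* 0.76 and 1.29, *ECI1* 0.40 and 0.85; for *FBN1* 0.69 and 0.90, *SERPINE2* 0.74 and 1.00, *ITGA11* 0.65 and 0.81, *ALCAM* 0.56 and 0.76, *F11R* 0.57 and 0.78, *CTGF* 0.80 and 1.20, *INHBA* 0.54 and 0.74, *S100A10* 0.69 and 0.83; and for *XIRP2* −0.50 and −0.73, *GJA5* 0.43 and 0.68, *SERP1* 0.60 and 0.95, *SPC25* 0.61 and 0.96, *LOC286437* 0.77 and 1.29, *LOC100131257* 0.71 and 1.23, *UGDH-AS1* 0.72 and 1.26. Under DESeq2 with a prior on the fold changes, chosen before the data were examined, none of the 94 differed; under limma on log2(TPM + 10), 8 differed. The other alternatives chosen before the data were examined left between 18 and 44 that differed, the fewest on leaving out small-island replicate 5 or 6 and the most with the number of genes detected as a covariate.

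The paper states that extracellular matrix and structural genes, such as fibronectins and collagens, had the largest fractional overexpression in the small islands. By fold among the 82 genes higher in the small islands here, 1 gene of the matrix list was among the first 10, *MFAP5*, and 1 among the first 20, and *FN1* ranked 73. Among the 86 genes that Table S1, in the part held here, gives as higher in the small islands at an adjusted p under 0.05, 3 genes of the matrix list were among the first 10 by the paper's fold changes, and *FN1* ranked 73 there too. By set, matrix genes were higher, with 13 of 41 tested called.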

Other observations

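The lists in this part were written before the deposited tables were read but after the values of Tables S1 to S3 had been seen. Of 18 tested small heat shock proteins and chaperones, 3 were higher in the confluent monolayers and none in the small islands at an adjusted p under 0.05 from edgeR (4 and none when adjusted over the list alone): *HSPB1* (3088 ± 234 TPM, SD, n = 11, in the confluent monolayers and 2458 ± 322 TPM, SD, n = 10, in the small islands; log2 fold change −0.33, SE 0.07), *HSPB8* (−0.29, SE 0.07) and *HSPB7* (−0.21, SE 0.06), small heat shock proteins abundant in muscle, and *CRYAB* had a log2 fold change of −0.23 (SE 0.09, adjusted p = 0.174 from edgeR). The list differed from the other genes by camera (adjusted p = 0.00374, and adjusted p = 0.0350 with an estimated correlation). On its 15 tested members outside Table S2, camera with the preset correlation gave unadjusted p = 0.096 (fry, unadjusted p = 0.0069). Within plate row G 5 of the list were lower, with *HSPB3* and *HSPA4* as well. The call of *HSPB7* was lost on leaving out small-island replicate 3, 5 or 6. Of 20 tested genes of endoplasmic reticulum stress, *SERP1* (0.95, SE 0.24, adjusted p = 0.0167 from edgeR) and *DNAJB11* (0.57, SE 0.17, adjusted p = 0.0496 from edgeR) were higher in the small islands (3 when adjusted over the list alone); by camera the list passed with the preset correlation (adjusted p = 6.04e-05) and did not with an estimated one (adjusted p = 0.0514). Within row G 5 of this list were higher, with *HSP90B1*, *PDIA4* and *HSPA5* as well. The call of *SERP1* was lost without small-island replicate 3, and that of *DNAJB11* on leaving out any of 16 of the 21 libraries. Of 29 tested genes of the cell cycle, *SPC25*, a kinetochore protein, was higher in the small islands (0.96, SE 0.22, adjusted p = 0.00924 from edgeR) while 23 of the 29 had a log2 fold change below 0 (2 higher and 5 lower when adjusted over the list alone); by camera the list was lower (adjusted p = 0.00374), and adjusted p = 0.139 with an estimated correlation. Within row G *SPC25* had a log2 fold change of 0.68 and did not pass (adjusted p = 0.226 from edgeR), and *CCND1* was higher (0.70, adjusted p = 0.00262 from edgeR). There 14 of the 29 were above 0 and 15 below, so the list had no common direction in that row.

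Of 27 tested ion channel and calcium handling genes, *ABCC9* and *FGF12*, a modulator of sodium channels (0.46, SE 0.11), were higher in the small islands. Another 3 were lower, among them *HRC*, a calcium-binding protein of the sarcoplasmic reticulum (−0.31, SE 0.08), and *SRL* (2 higher and 3 lower when adjusted over the list alone). The list had no common direction against the other genes (camera, adjusted p = 0.650, and adjusted p = 0.738 with an estimated correlation). Camera does not test for changes that go both ways. Within row G *HRC* had a log2 fold change of −0.13 (adjusted p = 0.610 from edgeR), and of the 5 genes only *FGF12* passed, while *PLN* (−0.61) and *ATP2B4* (−0.37) were lower. Of 19 tested genes of the intercalated disc, *CTNNA1*, the alpha-catenin of adherens junctions, was lower in the small islands (−0.25, SE 0.07, adjusted p = 0.0258 from edgeR; 1 higher and 2 lower when adjusted over the list alone), and the list did not pass (camera, adjusted p = 0.735, and adjusted p = 0.880 with an estimated correlation). Within row G 5 of this list were lower, *CTNNA1*, *XIRP2* (−1.45, adjusted p = 2.87e-05 from edgeR), *NRAP*, *XIRP1* and *DSP*, and *GJA5* was higher. The call of *CTNNA1* was lost without confluent replicate 8 or 9 or small-island replicate 2, 3, 5 or 6. The connexin *GJA1* was at 18.0 ± 6.86 TPM in the confluent monolayers and 25.3 ± 9.55 TPM in the small islands (log2 fold change 0.45, SE 0.21, adjusted p = 0.369 from edgeR). Over all libraries no gene passed edgeR, DESeq2 or limma voom among 13 tested hypoxia genes (1 at an unadjusted p under 0.05 in edgeR; camera, adjusted p = 0.825), 7 interferon genes (0 at an unadjusted p under 0.05; camera, adjusted p = 0.489) and 83 ribosomal protein genes (3 at an unadjusted p under 0.05; camera, adjusted p = 0.284). When adjusted over the list alone, 1 hypoxia gene was higher in the small islands, *P4HA1* (log2 fold change 0.44, SE 0.14), and no interferon or ribosomal protein gene passed. Within row G the hypoxia gene *LDHA* was lower (log2 fold change −0.60, adjusted p = 0.0381 from edgeR). Among the marker lists, *MFAP5* was the called gene of 8 tested fibroblast markers (2 when adjusted over the list alone; camera, adjusted p = 0.0396, and adjusted p = 0.0757 with an estimated correlation) and *CALD1* that of 10 tested smooth muscle markers (2 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.313). Within row G *COL1A1* was higher and *POSTN* and *CNN1* were lower as well. The single tested markers of other cell types did not pass over all libraries: *EGFL7* of endothelium (−0.22, SE 0.37), *KRT19* of epicardium (1.34, SE 0.40, adjusted p = 0.0561 from edgeR), *TDGF1* of pluripotent cells (−0.27, SE 0.26) and *APOA1* of endoderm (−0.13, SE 0.23), and no pacemaker marker reached the filter. Within row G *KRT19* passed (1.97, adjusted p = 0.0468 from edgeR). The symbol pattern for transcripts named as non-coding took 91 tested genes, 7 of them annotated as coding, among them *GOT1*, *FLOT1*, *CNOT1* and *ACOT1* (camera, adjusted p = 0.0488, and adjusted p = 0.0757 with an estimated correlation). Of the other 84, 50 have no match in the annotation; 6 of the 84 were higher in the small islands, none of which passed within row G, where *LOC645212* was higher, and none was lower (8 and none when adjusted over the list alone; camera, unadjusted p = 0.0244, and 0.0787 with an estimated correlation), and none of the 541 genes of families silent in heart reached the filter.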
